# A Comparative Analysis of Extra-Embryonic Endoderm Cell Lines

**DOI:** 10.1371/journal.pone.0012016

**Published:** 2010-08-06

**Authors:** Kemar Brown, Stephanie Legros, Jérôme Artus, Michael Xavier Doss, Raya Khanin, Anna-Katerina Hadjantonakis, Ann Foley

## Abstract

Prior to gastrulation in the mouse, all endodermal cells arise from the primitive endoderm of the blastocyst stage embryo. Primitive endoderm and its derivatives are generally referred to as extra-embryonic endoderm (ExEn) because the majority of these cells contribute to extra-embryonic lineages encompassing the visceral endoderm (VE) and the parietal endoderm (PE). During gastrulation, the definitive endoderm (DE) forms by ingression of cells from the epiblast. The DE comprises most of the cells of the gut and its accessory organs. Despite their different origins and fates, there is a surprising amount of overlap in marker expression between the ExEn and DE, making it difficult to distinguish between these cell types by marker analysis. This is significant for two main reasons. First, because endodermal organs, such as the liver and pancreas, play important physiological roles in adult animals, much experimental effort has been directed in recent years toward the establishment of protocols for the efficient derivation of endodermal cell types *in vitro*. Conversely, factors secreted by the VE play pivotal roles that cannot be attributed to the DE in early axis formation, heart formation and the patterning of the anterior nervous system. Thus, efforts in both of these areas have been hampered by a lack of markers that clearly distinguish between ExEn and DE. To further understand the ExEn we have undertaken a comparative analysis of three ExEn-like cell lines (END2, PYS2 and XEN). PYS2 cells are derived from embryonal carcinomas (EC) of 129 strain mice and have been characterized as parietal endoderm-like [1], END2 cells are derived from P19 ECs and described as visceral endoderm-like, while XEN cells are derived from blastocyst stage embryos and are described as primitive endoderm-like. Our analysis suggests that none of these cell lines represent a *bona fide* single *in vivo* lineage. Both PYS2 and XEN cells represent mixed populations expressing markers for several ExEn lineages. Conversely END2 cells, which were previously characterized as VE-like, fail to express many markers that are widely expressed in the VE, but instead express markers for only a subset of the VE, the anterior visceral endoderm. In addition END2 cells also express markers for the PE. We extended these observations with microarray analysis which was used to probe and refine previously published data sets of genes proposed to distinguish between DE and VE. Finally, genome-wide pathway analysis revealed that SMAD-independent TGFbeta signaling through a TAK1/p38/JNK or TAK1/NLK pathway may represent one mode of intracellular signaling shared by all three of these lines, and suggests that factors downstream of these pathways may mediate some functions of the ExEn. These studies represent the first step in the development of XEN cells as a powerful molecular genetic tool to study the endodermal signals that mediate the important developmental functions of the extra-embryonic endoderm. Our data refine our current knowledge of markers that distinguish various subtypes of endoderm. In addition, pathway analysis suggests that the ExEn may mediate some of its functions through a non-classical MAP Kinase signaling pathway downstream of TAK1.

## Introduction

Studies in amphibians, avians and mice demonstrate that endodermal cells play both inductive roles and make important cellular contributions to organ formation. Endodermally derived organs such as the liver and pancreas serve important secretory functions that are required for homeostasis in the adult organism and because of this, much effort has been exerted in recent years toward the development of protocols for the directed differentiation of specific endodermal subtypes. Toward these efforts, the identification of secreted endodermal factors that mediate their inductive functions would also be highly desirable. However, these efforts have been hampered by a lack of markers that efficiently distinguish one type of endoderm from another. One possible reason for this is that endoderm constitutes only a small percentage of cells in the developing embryo, and consequently, slow progress has been made in the identification of regional specific markers within the endoderm. Furthermore, it has been noted that there is tremendous overlap in marker expression between the visceral extra-embryonic endoderm and the gut endoderm of the embryo. Recent efforts to characterize markers that distinguish these lineages have relied on endoderm derived from ES cell sources followed by FACS purification with the aid of antibodies that recognize different types of endoderm [2], [3]. While these approaches have identified multiple lineage restricted endodermal markers not all of the “hits” have been validated by further experimentation.

In the mouse it has long been assumed that there are two distinct phases of endoderm formation such that extra-embryonic endoderm forms prior to gastrulation and is derived from the primitive endoderm (Fig. 1G, red), while the definitive endoderm rises from the epiblast during gastrulation. Prior to gastrulation, the original primitive endoderm expands with the growing embryo and becomes subdivided into PE (Fig. 1G, yellow) and VE (Fig. 1G, green) based on their position relative to the egg cylinder. The VE itself is further divided into sub-regions, including the anterior visceral endoderm (AVE) (Fig. 1G, blue). In this study, we characterize and compare three cell lines that are either derived from the primitive endoderm or have been reported to resemble these primitive endoderm-derived lineages. Three ExEn cells lines were examined in detail by immunocytochemistry, qRT-PCR and microarray analysis, using well-characterized markers for ExEn and definitive endoderm, and a more elaborate panel of putative ExEn markers, previously identified as distinguishing between different subtypes of endoderm. These studies confirm that each of these ExEn cell lines exhibits high molecular correlation to visceral and parietal endoderm and little or no similarity to definitive (epiblast-derived) endoderm. This comparative gene analysis also refines a growing list of markers that have been proposed to distinguish between VE and DE. By providing a clearer picture of endodermal subtypes, these studies should assist the development of experimental protocols that require a distinction between embryonic and extra-embryonic lineages.

**Figure 1:**
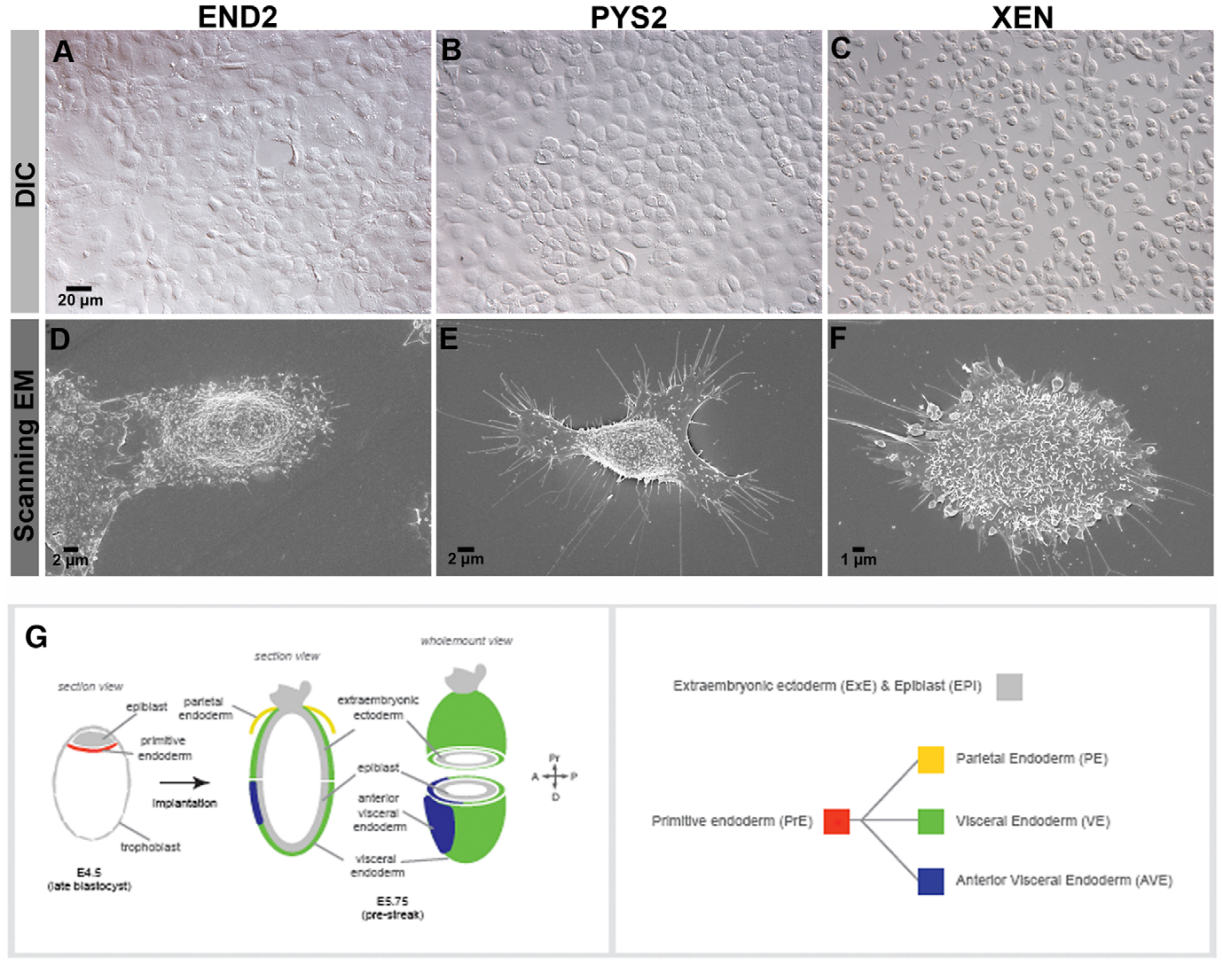
Morphological characterization of END2, PYS2 and XEN cells. DIC (**1** **A–C**) and Scanning EM (**1** **D–F**) images of END2 (**1** **A, D**), PYS2 (**1** **B, E**) and XEN (**1C, F**) cells reveal morphological details of the cell lines used in these studies. **G.** Cartoon depicting early endodermal lineages in the mouse embryo prior to gastrulation. The primitive endoderm (red) forms in the pre-implantation blastocyst stage embryo and subsequently expands and differentiates into parietal endoderm (yellow), visceral endoderm (green) and anterior visceral endoderm (blue). Visceral endoderm is also sub-divided into embryonic and extra-embryonic regions based both on location relative to the embryonic/extra-embryonic junction of the epiblast (grey), fate and marker expression.

Finally, consistent with our previous embryological studies, pathway analysis from microarray data reveals that molecules downstream of TGFbeta-family members are highly represented in these cell lines and suggests that both SMAD-dependent and SMAD-independent TGFbeta signaling could mediate the inductive function of these cell lines.

## Results

### Extra-embryonic endoderm stem cells (XEN cells) and PYS2 cells but not END2, express markers characteristic of the primitive endoderm

END2 and PYS2 cells have been described previously, based on cell morphology and marker expression [1], [4], [5], to be similar to visceral endoderm (VE) and parietal endoderm (PE), respectively. Because these cells were originally derived from EC cell lines, they may not represent true endodermal lineages but rather, endoderm-like populations. Recently described protocols allow for the isolation of ExEn stem cells (XEN cells) directly from blastocyst stage mouse embryos [6], and as such, are more likely to represent endogenous endodermal cell types. For this study, we derived a XEN cell line from wild type mouse blastocysts of the ICR strain. Although each of the three cell lines are relatively flat and exhibit a cobblestone appearance when confluent, bright field microscopy reveals that each of the three cell lines is morphologically distinct from the other two (Fig. 1A–C). Scanning electron microscopy of cells plated at low density reveals that all three cell types are rounded in appearance and densely covered with microvilli, with END2 and PYS2 cells forming large lamellipodia (Fig. 1D–F). These data demonstrate that, like END2 and PYS2 cells, XEN cells exhibit an endodermal morphology.

Each of these cell lines was assessed by immunocytochemistry, for a panel of markers characteristic of the primitive endoderm including SOX7, GATA4 and GATA6 [7], [8], [9], [10]. Both XEN and PYS2 cells are recognized by antibodies against GATA4, GATA6, and SOX7 (Fig. 2 B, C, E, F, H, I). However, only a subset of XEN cells express SOX7 (Fig. 2I). By contrast, END2 cells express only low levels of GATA6 (Fig. 2D) and do not express GATA4 or SOX7 (Fig. 2 A, G). In these studies, PYS2 cells showed the most uniform expression of these primitive endoderm markers. By contrast, END2 and XEN cells may represent mixed or fluctuating populations of primitive endoderm and other lineages since their expression of these markers was more heterogeneous. In particular, the failure of END2 cells to express GATA4 and SOX7, suggests that there are few if any primitive endoderm cells within this line. While they do exhibit heterogeneous expression of GATA6 it should be noted that this gene also marks other endodermal subtypes including the VE. The heterogeneity of END2 cells is also demonstrated by the expression of BMP2, which is proposed to be a major signaling molecule from the endoderm [11], [12], [13], [14], [15], [16], [17]. BMP2 is uniformly expressed in PYS2 and XEN cells (Fig. 2L, M) but only expressed in a small subset of END2 cells (Fig. 2J). Overall these data suggest that END2 cells represent a heterogeneous endodermal population with little resemblance to the primitive endoderm.

**Figure 2:**
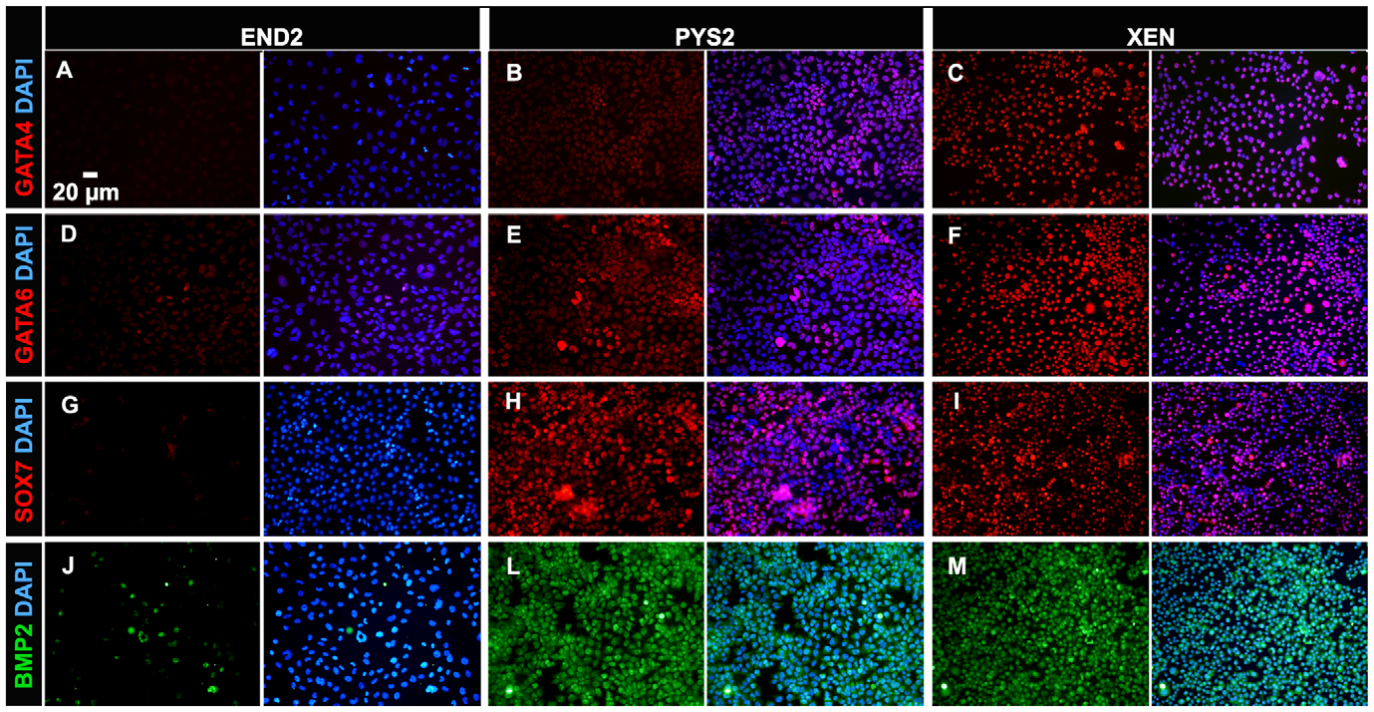
Immunocytochemical analysis of ExEn cell lines. Immunocytochemical analysis of confluent END2 (**A, D, G, J**), PYS2 (**B, E, H, L**) and XEN (**C, F, I, M**) cells showing the expression of GATA4 (**A, B, C**), GATA6 (**D, E, F**), SOX7 (**G, H, I**) and BMP2 (**J, L, M**) protein in END2, PYS2 and XEN cells. Merged images with DAPI staining (blue nuclei in all images) reveal ubiquitous expression of GATA4 and GATA6 in both PYS2 and XEN cells (**B, C, E, F**). SOX7 is ubiquitously expressed in PYS2 cells (**H**), while XEN cells express SOX7 only in a subset of cells (**I**). In END2 cells, GATA6 expression is limited to a small subset of cells (**D**) while GATA4 and SOX7 are not expressed (**A, G**). BMP2 is ubiquitously expressed by PYS2 and XEN cells (**L, M**), while END2 express BMP2 only in a subset of cells (**J**).

### Detailed marker analysis demonstrates that END2 cells are molecularly divergent from XEN and PYS2 cells

To further characterize these cell lines, we used qRT-PCR (Fig. 3A), to examine a panel of markers representing several ExEn lineages (Fig. 1G and Fig. 3, insert) including PrE, PE, VE and anterior visceral endoderm (AVE). *Sox7* [7], *Pdgfra* [18], *Gata4* [10], and *Gata6* [19] are expressed in the primitive endoderm of the mouse blastocyst and are thought to be among the earliest ExEn markers. XEN and PYS2 cells express all of these markers, but END2 cells express only *Gata6*. Note that all of these markers are also expressed in derivatives of the primitive endoderm including the PE and VE and as a consequence, there are no known markers that are uniquely expressed in the primitive endoderm. All three cell lines express markers for the PE including *t-type Plasminogen activator* (*tPA*) [20], *Cytokeratin 19* (*Krt19*) [21], *Laminin B1* (*Lamb1*) [22] and *Sparc* [23], although END2 cells express these at relatively lower levels as compared to the other cell lines.

**Figure 3:**
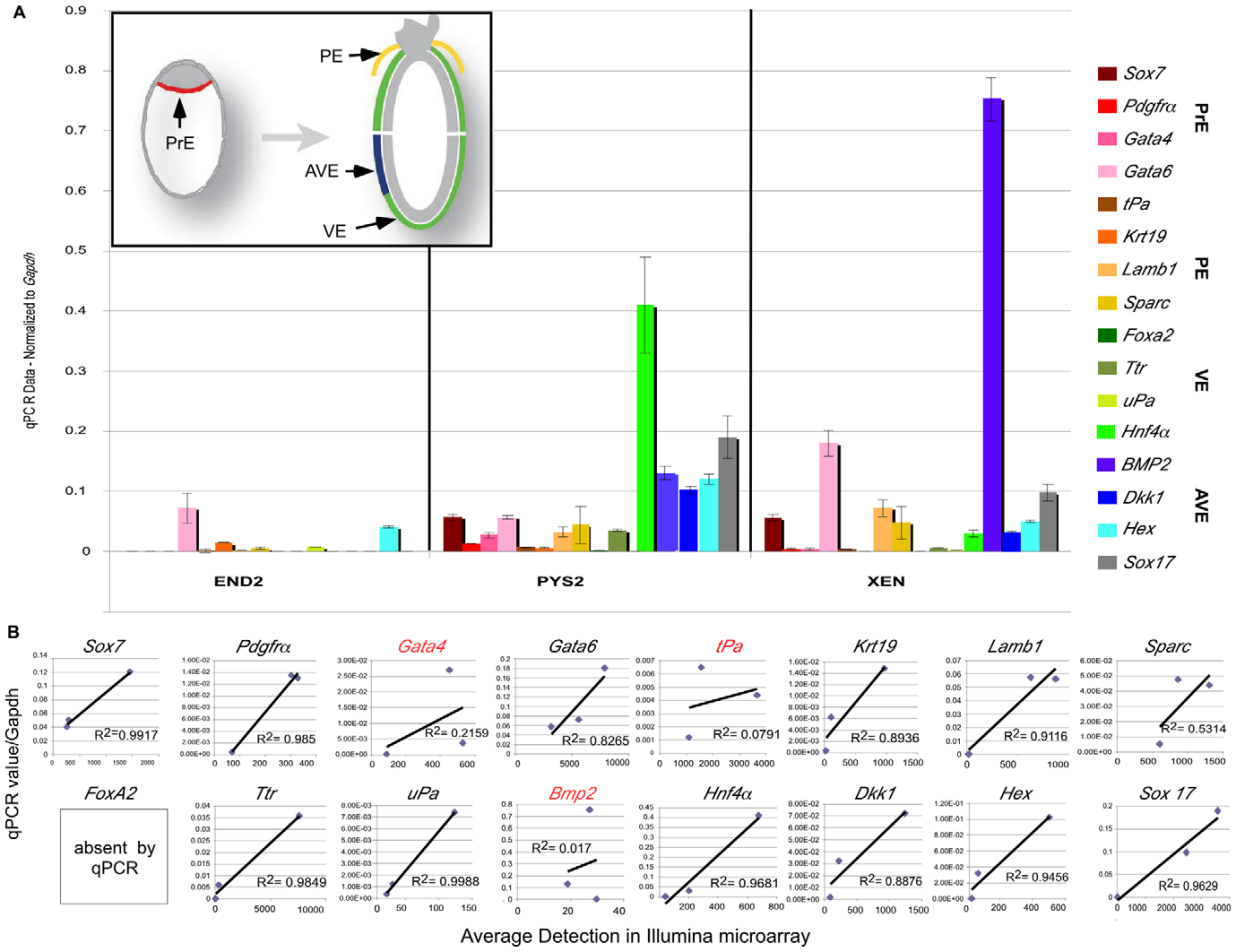
Heart inducing cell lines express markers characteristic of several primitive endoderm lineages. **A.** Summary of Real-Time PCR on END2, PYS2 and XEN cells. Insert, cartoon showing embryonic lineages assessed, primitive endoderm (reds), parietal endoderm (oranges/yellows), visceral endoderm (greens) and AVE (blues). The panel of markers assessed include markers for primitive endoderm (*Sox7*, *Pdgfra, Gata4, Gata6*), parietal endoderm (*tPA, Krt19, Lamb1* and *SPARC*), visceral endoderm, (*FoxA2*, *Ttr*, u*PA and HNF4a*), anterior visceral endoderm (*Dkk1, Cerl, Hex*), the regionally restricted VE marker *Bmp2* and the definitive/pan endoderm marker *Sox17*. **B.** Linear regression analysis comparing real-time PCR data to averaged fluorscence detection in the Illumina Microarray. 80% of markers that we compared showed strong correlation between the qRT-PCR data and microarray detection. The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus [78] and are accessible through GEO Series accession number GSE19564 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE1956).

We next determined the transcriptional status of markers that are widely expressed throughout the VE including *FoxA2* [24], *Transthyretin (Ttr*) [25] *u-type Plasminogen activator* (*uPA*) [26] and *Hepatocyte nuclear factor 4, (Hnf4a)* [24]. *Ttr* and *uPA* are expressed by all three of these cell lines (although at lower levels in END2). *Hnf4a* is expressed by PYS2 and XEN cells, but not by END2. *FoxA2* is only expressed by PYS2 cells. None of these cell lines express *Vilin* (data not shown).

We next assessed markers whose expression is restricted (either spatially or temporally) within the VE. The extra-embryonic VE that lies proximally over the extra-embryonic ectoderm of the mouse embryo (Fig. 1G) expresses *Sox7*, *Sox17* and also upregulates *alpha fetoprotein* (*Afp*) after gastrulation has been initiated. Prior to gastrulation, *Afp* and *Sox17* also mark the distally positioned VE that overlies the epiblast (the embryonic VE) (Fig. 1G and 3, insert) [27]. Of these, *Sox7* and *Sox17* are present in both PYS2 and XEN but not END2 cells. *Afp* is only expressed in PYS2 cells. Thus, PYS2 and XEN cells express markers for both the extra-embryonic VE and the embryonic VE, whereas END2 cells only expressed panVE markers such as *Ttr*.

Finally, we assessed a panel of markers that are spatially restricted in the VE. *Dkk-1* [28], *Cerl* [29], [30], [31], and *Hex* [32] are all known to be expressed in the AVE of the mouse embryo. As has previously been shown for XEN cells [6], all three ExEn cell lines express *Hex*. PYS2 and XEN cells also express *Dkk1*. None of the cell lines express *Cerl* (data not shown). Consistent with our immunocytochemical analysis, BMP2, which is also spatially restricted within the VE, is expressed by all three of the ExEn cell lines.

Both the patchy expression of these markers when assessed by immunoctyochemistry and the relatively lower expression of mRNAs for these genes when assessed by qRT-PCR, are consistent with the idea that END2 cells are a heterogeneous population in which a small subset of cells express markers for the VE (or more likely, a subtype of VE), whereas PYS2 and XEN cells are more homogeneous and express a broad array of markers for the primitive endoderm and its derivatives.

To further analyze these cell lines, we performed a comparative microarray analysis. 

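RNA from END2, PYS2 and XEN cells was hybridized to 9 Illumina mouse bead arrays, 3 for each line. END2 cells are an endoderm-like line derived from P19 embryonal carcinoma cells. PYS2 cells were derived from a tumor of a strain 129 mouse, and XEN cells were derived from blastocysts of the ICR strain. END2 cells were grown in DMEM/F12 medium, and PYS2 and XEN cells in high glucose DMEM. Medium and line thus cannot be told apart in comparisons with END2 cells. Each array carried 45281 probes, of which 34885 were annotated with the symbol of a single gene, for 19057 genes in all. The scanner table gave each probe a fluorescence signal and a detection score on each array. A probe was taken as detected when its detection p-value was under 0.01, as in the paper, and as present in a line when it was detected on at least 2 of the 3 arrays. Between 13560 and 14940 probes were detected on the END2 arrays, 13051 to 13548 on the PYS2 arrays and 13266 to 13945 on the XEN arrays. The median signal of an array, in intensity units, was 25.9 to 30.9 for END2, 22.8 to 30 for PYS2 and 21.3 to 43.5 for XEN. In END2 cells 14484 probes of 8418 named genes were present, in PYS2 cells 13288 probes of 7906 genes, and in XEN cells 13367 probes of 7909 genes. The authors normalized the scanner values with lumi and compared the lines with limma. Here the scanner signals were background corrected and quantile normalized with limma's neqc method (offset 16), which gives log2 levels, and the lines were compared with limma over the 9 arrays, at a Benjamini-Hochberg adjusted p under 0.05. The comparison covered the 16299 probes present in at least 1 line, and a gene with several probes was represented by the probe with the highest mean level. Where no array of a line detected a probe, its level there is only an upper bound. The difference is then given as "at least" a number of fold, computed against the higher, on each array, of the probe's own level and the lowest signal of a detected probe. The authors' normalized values gave smaller differences for 132 of 221 calls on named genes, by over 1.5 times, and kept 216 of the calls. Without normalization between arrays only 1 of these differences moved by as much, but 194 of the calls were kept. Among the END2 arrays, replicate 3 lay at a Euclidean distance of 72.1 from replicate 1 and 78.5 from replicate 2 over the log2 levels of the tested probes, while replicates 1 and 2 were 35 apart. Nothing states that the replicates of a line were separate cultures, so the p-values measure the spread between these samples, which may be technical, and the number of arrays limits their precision.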

To confirm the consistency between the array data and data collected from qRT-PCR and immunocytochemistry analyses, we examined the same panel of markers initially assessed by qRT-PCR. Averaged fluorescent detection for each marker was plotted versus qRT-PCR data normalized to *Gapdh* and R^2^ values were determined from the line of best-fit. 

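On the arrays, the visceral endoderm markers of the qRT-PCR panel separated END2 cells from both other lines. Hnf4a, a nuclear receptor of the visceral endoderm and liver, was not detected on any END2 array and was at least 18.3-fold higher in PYS2 cells (adjusted p = 4.07e-09, limma) and at least 5.28-fold higher in XEN cells (adjusted p = 4.08e-07). Foxa2, a forkhead transcription factor of the endoderm, was detected on all 9 arrays, at a log2 level of 6.16 ± 0.378 (SD, n = 3) in END2, 8.61 ± 0.0929 in PYS2 and 8.73 ± 0.228 in XEN. It was 5.48-fold lower in END2 than in PYS2 cells (adjusted p = 1.32e-06). Plau, the urokinase plasminogen activator, was present in END2 cells at 6.72 ± 0.529 (SD, n = 3) and was not detected on any PYS2 or XEN array, which made it at least 2.21-fold higher in END2 than in PYS2 (adjusted p = 1.16e-05). Afp and Vil1 were not detected on any array. Of the 5 visceral endoderm markers in this panel, 2 were present in END2, 3 in PYS2 and 3 in XEN cells. Among the 4 that could be tested, 1 was higher and 3 were lower in END2 than in PYS2, and the counts were the same when adjusted over the list alone. Gapdh, to which the qRT-PCR data were normalized, had log2 levels of 13.92 ± 0.124 in END2, 13.70 ± 0.126 in PYS2 and 13.28 ± 0.0688 in XEN (SD, n = 3). By qRT-PCR the paper finds uPA and Ttr in all 3 lines, at lower levels in END2, and Foxa2 and Afp in PYS2 cells only. The array values above differ from this for Plau, Foxa2 and Afp. They also differ for Ttr, which was not detected on any END2 array. The qRT-PCR values were not analysed here.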

Importantly, a high degree of correlation is found between the two data sets, and over 80% of the genes tested had R^2^ values close to one (Fig. 3B). We found only three notable exceptions. 

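Plat, which encodes the tissue plasminogen activator tPA, was present in all 3 cell lines and was highest in XEN cells. Its log2 level was 10.04 ± 0.461 in END2, 10.71 ± 0.0358 in PYS2 and 11.85 ± 0.255 in XEN cells (SD, n = 3). It was 3.51-fold lower in END2 than in XEN (adjusted p = 4.26e-05, limma) and 2.21-fold lower in PYS2 than in XEN (adjusted p = 0.00218). The difference between END2 and PYS2 was -0.66 on the log2 scale (SE 0.228, adjusted p = 0.0286), and it no longer passed the test without END2 replicate 3, without any of the PYS2 replicates, or after cyclic loess. These values come from 1 of the 3 Plat probes, because the other two were not detected on any array.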

First, *tPA* showed the same basic trend between qRT-PCR and microarray, but with low numerical correlation. This could reflect non-specific amplification by qRT-PCR or a problem with the array probe. In addition, a single probe for *Gata4* is highly recognized in the array by END2 cells. 

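The Gata4 probe was detected on all 3 arrays of each line. Its mean signal was 91.8 in END2 cells, 454.9 in PYS2 cells and 574.2 in XEN cells, in intensity units, and the lowest signal of a detected probe on the END2 arrays was 46.7 to 54.8. After normalization the log2 level was 6.21 ± 0.11 in END2, 8.93 ± 0.365 in PYS2 and 9.13 ± 0.0828 in XEN (SD, n = 3). Gata4 was 6.58-fold lower in END2 than in PYS2 cells (adjusted p = 2.73e-07, limma) and 7.59-fold lower in END2 than in XEN cells (adjusted p = 1.67e-07). Between PYS2 and XEN it differed by -0.21 on the log2 scale (SE 0.193, adjusted p = 0.449).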

*Gata4*, however, is absent in END2 cells by both qRT-PCR (Fig. 3A) and immunocytochemistry (Fig. 1A). 

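The probe for Bmp2, a ligand of the TGFbeta family, was not detected on any of the 9 arrays. Its mean signal was 30.5 in END2, 20 in PYS2 and 29.2 in XEN cells, in intensity units, against a lowest signal of a detected probe of 42.8 to 56.8 on the PYS2 arrays and 37.6 to 80.5 on the XEN arrays. No fold difference was computed for it, because every line was below this limit.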

Finally, *Bmp2* is not detected in the array but is highly expressed by PYS2 and XEN cell lines, as assessed by qRT-PCR and immunocytochemistry (Fig. 2 J–M and Fig. 3A). This suggests that these particular probes may either recognize non-specific transcripts or splice variants of the target genes and highlights the need for independent verification of candidates identified by probing microarrays. Overall, there is significant agreement between microarray data and our other assays.

Having confirmed a high degree of correlation between qRT-PCR data and the array, a large-scale analysis of markers for endodermal cell types was undertaken using microarray data (Fig. 4). Studies using immunohistochemistry and *in situ* hybridization studies have identified a relatively small number of genes that are differentially expressed in the endoderm. Indeed, many of these markers are expressed in more than one endodermal subtype. For example, the primitive endoderm markers used in this study (*Gata4, Gata6, Sox7* and *Pdgfr*α) are also expressed in other endodermal subtypes. Thus few truly diagnostic markers that distinguish endodermal subtypes have been identified. Two recent studies aimed at identifying markers that distinguish between VE and DE were based largely on comparative analysis of endodermal cell populations sorted by expression of endodermal markers. First, Sherwood *et al*. used differential expression of the epitopes for *EpCAM*, *Dba* and *Ssea-4* [2]. Later, Yasunga et al. used differential expression of *Goosecoid* and *Sox17* [3]. Here we sought to analyze these data sets by comparative analysis of the three ExEn cell lines. First, we analyzed our array data based on well-characterized markers for endodermal subsets (Fig. 4). 

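Of the 14 visceral endoderm markers in Fig. 4, 7 were present in END2 cells, 14 in PYS2 cells and 13 in XEN cells. Dab2, Foxa2, Gata4, Fxyd3, Emp2, Sdc4 and Gata6 were present in every line, and the other markers were not detected on any END2 array. Amn, which encodes a subunit of the cubilin receptor for endocytosis, had a log2 level of 13.17 ± 0.164 (SD, n = 3) in PYS2 cells. It was at least 228-fold higher there than in END2 cells (adjusted p = 5.79e-10, limma) and 206-fold higher than in XEN cells, where 1 of 3 arrays detected it (adjusted p = 7.57e-09). Foxa3, another forkhead factor, was at least 57.4-fold higher in PYS2 than in END2 cells (adjusted p = 3.27e-09). Against PYS2 cells, 2 of these markers were higher in END2 and 12 were lower, and against XEN cells 1 was higher and 13 were lower, of which Amn and Gata6 did not pass under several other settings. The genes were read from the figure, so the list itself was not tested. Of 11 tested genes for endocytic and apical proteins of the visceral endoderm, a list taken from textbook knowledge, 8 were lower in END2 than in PYS2, none was higher and 3 did not pass (9 lower when adjusted over the list alone). The list's median difference was -2.71 on the log2 scale (adjusted p = 0.000228, limma's camera). That call was lost at an adjusted p = 0.079 with an estimated correlation, and the median was -1.70 without a filter on dim probes. Against XEN, 9 of them were lower and none was higher, also when adjusted over the list alone, with a median of -1.87, or -1.19 with the authors' values (adjusted p = 0.000973, and adjusted p = 0.0909 with an estimated correlation). In PYS2 against XEN 6 were higher, 1 was lower and 4 did not pass, also when adjusted over the list alone (median 0.70, adjusted p = 0.0487, and adjusted p = 0.185 with an estimated correlation), and that call was lost after cyclic loess, while the median was 0.365 without the filter. Cubn, which encodes cubilin, was not detected in END2 cells and was at least 11.8-fold higher in PYS2 (adjusted p = 1.56e-07) and at least 5.97-fold higher in XEN cells (adjusted p = 1.62e-06). On the same arrays Col1a1, a fibrillar collagen of mesenchymal cells, was at least 36-fold higher in END2 than in PYS2 cells (adjusted p = 1.54e-10).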

As expected all three of these cell lines express most of the VE specific markers. Notably, all three express high levels of *Fxyd3, Emp2, Sdc4* and *Gata6*, suggesting that these markers, in particular, are highly diagnostic for the VE fate. By contrast, a second subset of VE markers including *Ttr, Dab2, Pthr1* and *Cited* are highly expressed by PYS2 and XEN cells but not by END2 cells, suggesting that they mark a specific subset of cells within the VE. In addition, all three cell lines express the AVE markers *Hex* and *Dkk1* but not *Cerl*.

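Fxyd3, Emp2, Sdc4 and Gata6 were detected on all 9 arrays, at levels that differed between the lines. Fxyd3, an ion transport regulator, had a log2 level of 7.49 ± 1.07 in END2, 11.04 ± 0.0953 in PYS2 and 10.92 ± 0.0673 in XEN cells (SD, n = 3), which is 11.7-fold lower in END2 than in PYS2 (adjusted p = 1.34e-05, limma) and 10.8-fold lower than in XEN (adjusted p = 1.95e-05). Emp2, a membrane protein of epithelial cells, was 2.3-fold lower in END2 than in PYS2 (adjusted p = 0.000203) and 2.79-fold lower than in XEN (adjusted p = 4.05e-05). The heparan sulfate proteoglycan gene Sdc4 ran the other way. Its level was 11.46 ± 0.387 in END2, 9.64 ± 0.156 in PYS2 and 8.95 ± 0.122 in XEN (SD, n = 3), 3.53-fold higher in END2 than in PYS2 (adjusted p = 1.46e-05) and 5.71-fold higher than in XEN (adjusted p = 1.03e-06). Gata6, a transcription factor of the primitive endoderm and its derivatives, was at 12.45 ± 0.22 in END2, 11.72 ± 0.0938 in PYS2 and 12.87 ± 0.0929 in XEN. It was 1.66-fold higher in END2 than in PYS2 (adjusted p = 0.00283), while its difference of -0.42 between END2 and XEN lay at the threshold (SE 0.164, adjusted p = 0.05) and was lost under most other settings. A second, dimmer Gata6 probe was detected on 2 END2 arrays, 2 XEN arrays and no PYS2 array. Against PYS2, 2 of these genes were higher in END2 and 2 were lower, with the same counts when adjusted over the list alone. The paper chose the 4 genes on these samples, so their direction is not independent evidence. The END2 and PYS2 calls for Emp2 and Gata6 were lost without normalization between arrays. From high levels of these genes in all 3 lines, the paper proposes that they are diagnostic for the VE fate.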

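Ttr, which encodes the thyroid hormone carrier transthyretin, was not detected on any END2 array and had log2 levels of 13 ± 0.0697 in PYS2 and 8.29 ± 0.915 in XEN cells (SD, n = 3). It was at least 203-fold higher in PYS2 than in END2 (adjusted p = 2.08e-09, limma), at least 7.79-fold higher in XEN than in END2 (adjusted p = 2.07e-06), and 26.1-fold higher in PYS2 than in XEN (adjusted p = 1.1e-06). Pth1r, the receptor for parathyroid hormone, was also undetected in END2 cells and was at least 30.8-fold higher in PYS2 (adjusted p = 3.02e-10) and at least 53.7-fold higher in XEN (adjusted p = 1.34e-10). Cited1, a transcriptional coactivator, was at least 184-fold higher in PYS2 than in END2 (adjusted p = 4.14e-10), at least 16.2-fold higher in XEN than in END2 (adjusted p = 3.8e-08), and 11.3-fold higher in PYS2 than in XEN (adjusted p = 1.12e-06). Dab2, an adaptor protein of endocytosis, was detected on every END2 array, at 11.33 ± 0.254, compared with 13.35 ± 0.238 in PYS2 and 12.44 ± 0.171 in XEN (SD, n = 3). It was 4.05-fold lower in END2 than in PYS2 (adjusted p = 3.7e-06) and 2.17-fold lower than in XEN (adjusted p = 0.00047). All 4 genes were thus lower in END2 than in each of the other two lines, also when adjusted over the list alone. They too were chosen on these samples and are not independent evidence of the direction. From their high expression in PYS2 and XEN but not END2 cells, the paper proposes that they mark a specific subset of cells within the VE.

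**Figure D1:**
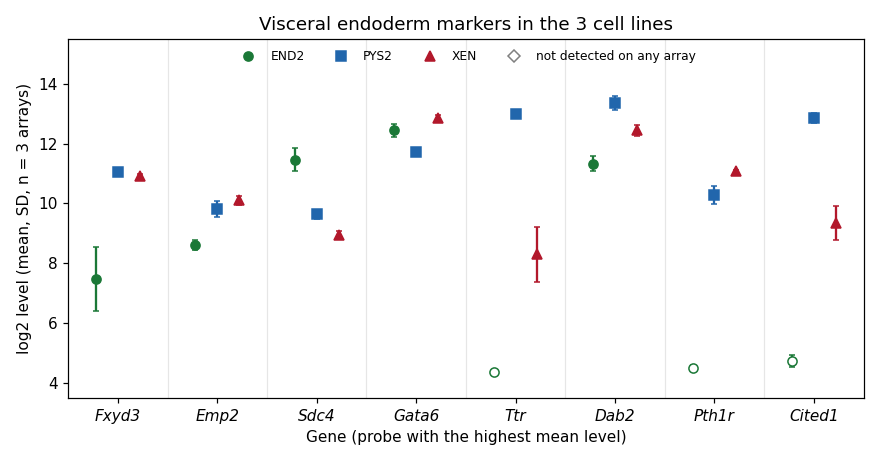
Mean log2 level and SD (n = 3 arrays per line) of 8 visceral endoderm markers, with open symbols where no array of the line detected the probe. Dab2 and the genes on the left were detected in every line, while the END2 symbols of Ttr, Pth1r and Cited1 are open.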

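Hhex, a homeobox gene of the anterior visceral endoderm (AVE), was detected on all 9 arrays. Its log2 level was 7.91 ± 0.515 in END2, 10.61 ± 0.128 in PYS2 and 8.32 ± 0.0846 in XEN cells (SD, n = 3), 6.52-fold lower in END2 than in PYS2 (adjusted p = 1.4e-06, limma). Between END2 and XEN it differed by -0.41 (SE 0.23, adjusted p = 0.154). Dkk1, a secreted Wnt antagonist, was not detected on any END2 array and was detected on every PYS2 and XEN array, at 9.08 ± 0.0695 and 6.08 ± 0.345 (SD, n = 3). It was at least 13.5-fold higher in PYS2 than in END2 (adjusted p = 3.09e-09) and at least 1.68-fold higher in XEN than in END2 (adjusted p = 5.97e-05). From its array data the paper instead states that Hex and Dkk1 are expressed in all 3 lines. By qRT-PCR it reports Dkk1 in PYS2 and XEN cells. Neither of the probes for Cer1, which encodes the Nodal antagonist Cerberus, was detected on any array. Of 14 textbook genes of the AVE, 5 were present in END2, 5 in PYS2 and 4 in XEN cells. Lhx1, a LIM homeobox gene, was present in END2 cells alone among the 3 lines and was at least 2.67-fold higher there than in PYS2 (adjusted p = 4.1e-06). Of the 7 AVE genes tested, 2 were higher in END2 than in PYS2, 4 were lower and 1 did not pass, and the counts were the same when adjusted over the list alone. The list as a whole did not pass against PYS2 (adjusted p = 0.393, limma's camera) or against XEN (adjusted p = 0.754).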

**Figure 4:**
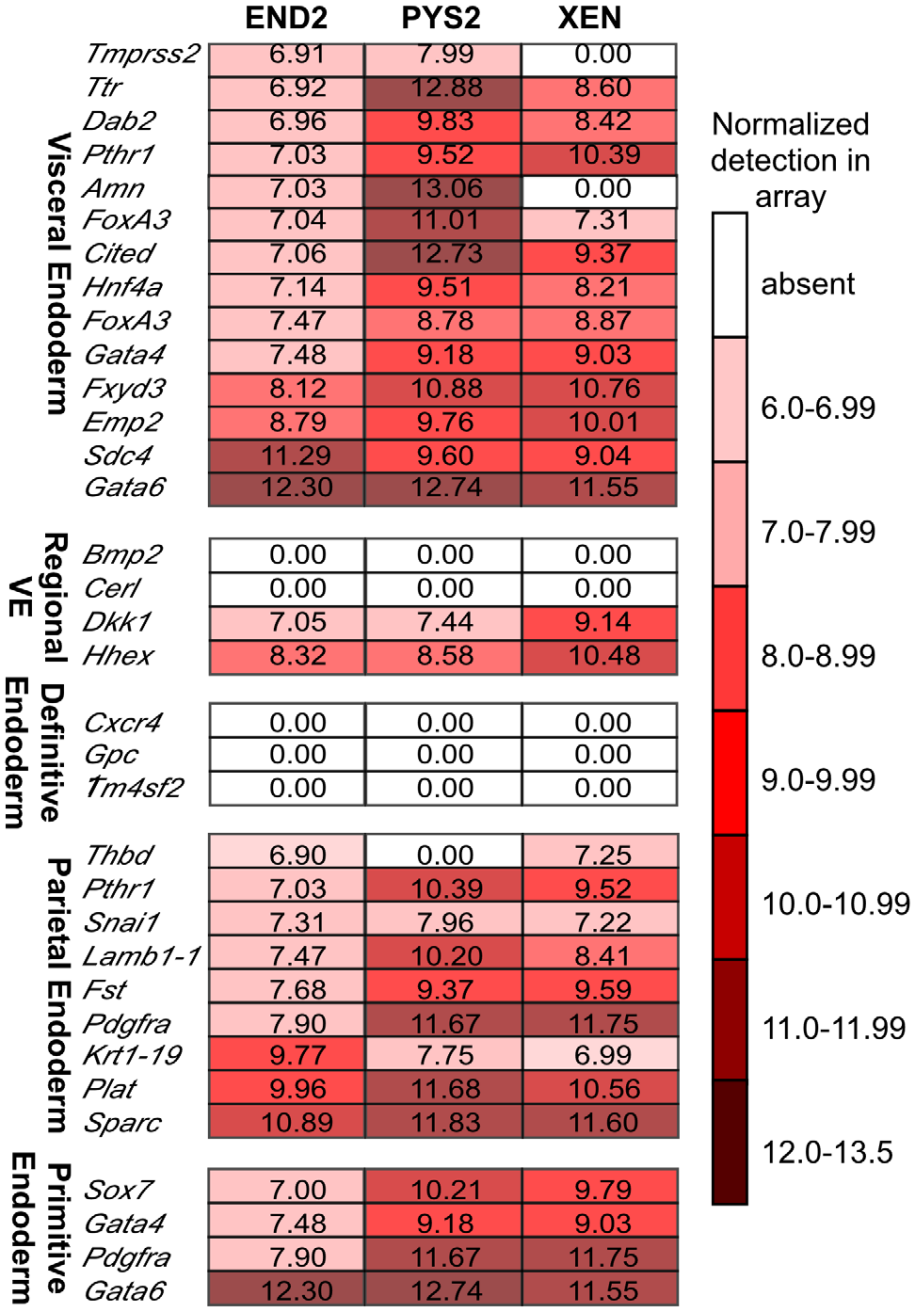
Heat map analysis of well-characterized markers for different endodermal cell types. Illumina microarray data for genes that are expressed in various endoderm subtypes (depicted as heat maps) includes regionally restricted markers representing the VE, DE, PE and PrE. Each of the three cell lines expresses markers for VE, PE and PrE. None of the cell lines express markers that are diagnostic for DE. Fluorescence data was indicated as 0.00 if the p-value of detection was greater than 0.01.

None of the cell lines express markers reported to be diagnostic for DE including *Cxcr4, Gpc1* and *Tm4sf2* [3]. This would seem to confirm that these cell lines do not possess characteristics of the DE and conversely support the notion that these markers are diagnostic for DE but not ExEn cell types.

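Cxcr4, a chemokine receptor, was not detected on any of the 9 arrays. Gpc1, which encodes the proteoglycan glypican-1, was detected on every END2 and XEN array and on no PYS2 array. Its log2 level was 9.75 ± 0.571 in END2 and 9.00 ± 0.22 in XEN cells (SD, n = 3), at least 18.1-fold higher in END2 than in PYS2 (adjusted p = 7.22e-09, limma) and at least 10.7-fold higher in XEN than in PYS2 (adjusted p = 9.75e-08). The difference of 0.75 between END2 and XEN (SE 0.252, adjusted p = 0.0258) was lost without END2 replicate 3 and under several other settings. No named probe was found for Tm4sf2 (Tspan7), which was not analysed here. Of 16 textbook markers of mesendoderm and DE, 5 were present in END2 cells, 2 in PYS2 cells and 3 in XEN cells. Foxa1, a forkhead factor, was detected on every END2 array and on no other, at least 1.42-fold higher in END2 than in PYS2 (adjusted p = 2.2e-06). Of the 6 that were tested, 4 were higher in END2 than in PYS2 and 2 were lower, and the same counts held against XEN and when adjusted over the list alone. The list did not pass as a whole (adjusted p = 0.628 against PYS2 and 0.787 against XEN, limma's camera). From the absence of its DE markers, the paper proposes that these cell lines lack characteristics of the DE.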

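The 9 parietal endoderm (PE) markers of Fig. 4 were present in most lines, 7 of them in END2 and 8 each in PYS2 and XEN cells. Lamb1, a laminin chain of the basement membrane, had a log2 level of 6.16 ± 0.415 in END2, 7.84 ± 1.68 in PYS2 and 10.31 ± 0.214 in XEN cells (SD, n = 3). It was 17.8-fold lower in END2 than in XEN (adjusted p = 0.000151, limma), and the call between END2 and PYS2 (difference -1.68, SE 0.613, adjusted p = 0.0371) was lost with the authors' values and under most settings that left an array out. Thbd, which encodes thrombomodulin, was undetected in END2 and was detected on 1 PYS2 array and on every XEN array. It was at least 46.4-fold higher in XEN than in END2 (adjusted p = 2.31e-09) and 43-fold higher in XEN than in PYS2 (adjusted p = 3.56e-08). Fst, the activin antagonist follistatin, was 7.47-fold lower in END2 than in PYS2 (adjusted p = 0.000518) and 6.18-fold lower than in XEN (adjusted p = 0.00107). Krt19, a keratin, was highest in END2, 7.78-fold above PYS2 (adjusted p = 9.82e-08) and at least 19.8-fold above XEN, where it was not detected (adjusted p = 9.79e-10). By qRT-PCR the paper instead finds Krt19 in every line, at relatively low levels in END2. Sparc, an abundant matrix protein, was at 13.42 ± 0.476 in END2, 14 ± 0.387 in PYS2 and 14.2 ± 0.436 in XEN (SD, n = 3), and the difference of -0.58 between END2 and PYS2 did not pass (adjusted p = 0.12). In all, 1 PE marker was higher, 6 were lower and 2 did not pass in END2 against PYS2, and 1 was higher and 8 were lower against XEN, of which Sparc did not pass without END2 replicate 3 and under several other settings. These markers, too, were read from the figure. Of 21 textbook genes of basement membrane and matrix assembly, all present in at least 1 line, 2 were higher, 14 were lower and 5 did not pass in END2 against XEN (15 lower when adjusted over the list alone), with a median difference of -1.02 (adjusted p = 0.0119, limma's camera). That call was lost at an adjusted p = 0.515 with an estimated correlation. Against PYS2 they divided into 5 higher, 8 lower and 8 not passing, also when adjusted over the list alone (adjusted p = 0.673). PYS2 cells had 2 of them higher than XEN cells, 9 were lower and 10 did not pass, also when adjusted over the list alone (median -0.50, or -0.32 without XEN replicate 2, adjusted p = 0.0143, and adjusted p = 0.515 with an estimated correlation). Lama1, another laminin chain, was not detected in END2 and was at least 357-fold higher in PYS2 (adjusted p = 4.25e-11) and at least 466-fold higher in XEN (adjusted p = 6.08e-11), whereas Lama5 was 10.5-fold higher in END2 than in XEN (adjusted p = 1.69e-08).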

We further analyzed these cells for PE markers and found, as expected based on our previous analysis, that PYS2 and XEN but not END2 cells show high expression of PE markers. Finally, in confirmation of our previous findings, XEN cells and PYS2 cells but not END2 cells express high levels of markers for the primitive endoderm. In addition, each cell had a specific subset of uniquely expressed markers that are either higher or lower as compared to the other two cell lines. 

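Sox7, a transcription factor of the primitive endoderm (PrE), was not detected on any END2 array. It was at least 85.3-fold higher in PYS2 (adjusted p = 3.08e-10, limma) and at least 135-fold higher in XEN cells (adjusted p = 1.88e-10), at log2 levels of 11.75 ± 0.442 and 12.4 ± 0.25 (SD, n = 3). Pdgfra, a receptor tyrosine kinase, was detected in END2 cells at 7.13 ± 0.695 (SD, n = 3) and was 27.9-fold higher in PYS2 (adjusted p = 7.43e-08) and 26.3-fold higher in XEN (adjusted p = 1.03e-07). Between PYS2 and XEN cells Pdgfra differed by 0.08 on the log2 scale (SE 0.293, adjusted p = 0.867). Of the 4 PrE markers of the qRT-PCR panel, 3 were present in END2 (Pdgfra, Gata4 and Gata6) and 4 each in PYS2 and XEN. Against PYS2, 1 was higher in END2 and 3 were lower, and against XEN all 4 were lower, Gata6 only at the threshold. The counts were the same when adjusted over the list alone. By qRT-PCR the paper instead finds only Gata6 of these markers in END2 cells. Its immunostaining finds GATA6 protein low there, and the arrays do not measure protein. Of 13 tested textbook transcription factors of the extra-embryonic endoderm, 3 were higher in END2 than in PYS2 and 10 were lower, also when adjusted over the list alone. Their median difference was -4.00, or -2.36 with the authors' values (adjusted p = 0.000542, limma's camera), and it did not pass at an adjusted p = 0.145 with an estimated correlation. Against XEN, 2 were higher, 10 were lower and 1 did not pass, again when adjusted over the list alone too, with a median of -2.70, or -2.57 with undetected genes at their bound and -1.40 with the authors' values (adjusted p = 0.000542, and adjusted p = 0.145 with an estimated correlation). Sall4, a zinc finger factor of early embryonic cells, was undetected in END2 and at least 93.7-fold higher in PYS2 (adjusted p = 1.78e-10) and at least 121-fold higher in XEN (adjusted p = 1.34e-10).

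**Figure D2:**
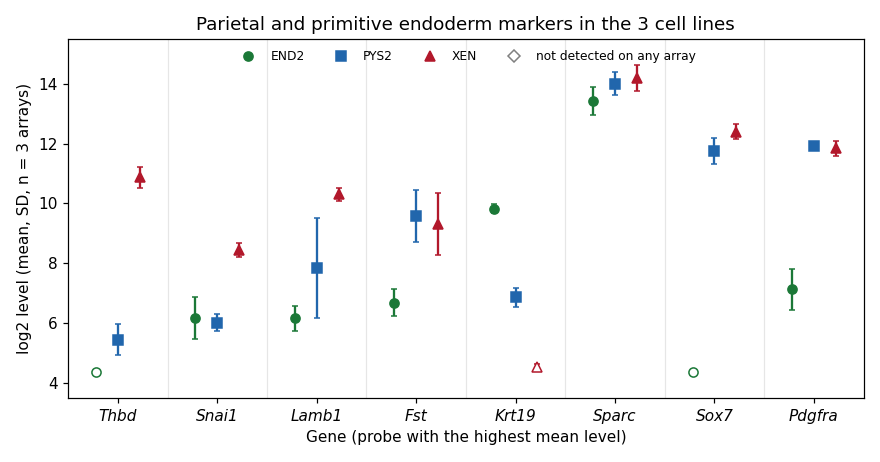
Mean log2 level and SD (n = 3 arrays per line) of parietal endoderm markers and of the primitive endoderm markers Sox7 and Pdgfra, with open symbols where no array of the line detected the probe. Krt19 is highest in END2 cells, at 9.83, and Thbd and Sox7 are open there.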

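In END2 cells, 2901 probes of 1937 named genes were higher than in both other lines and 2650 probes of 1809 genes were lower. Mmp2, a matrix metalloproteinase, and Cav1, which encodes caveolin-1, were among the former. Mmp2 was at least 158-fold higher than in PYS2 (adjusted p = 1.11e-10, limma) and at least 163-fold higher than in XEN (adjusted p = 1.34e-10), and Cav1 was at least 110-fold and at least 114-fold higher (adjusted p = 3.08e-11 and 6.08e-11). Cldn6, which encodes a claudin of tight junctions, was undetected in END2 cells, at least 95-fold below PYS2 (adjusted p = 5.58e-10) and at least 75.4-fold below XEN (adjusted p = 9.59e-10). In PYS2 cells, 1762 probes were higher than in both other lines and 1303 were lower. Dppa5a, a gene of early embryonic and pluripotent cells, had a log2 level of 14.48 ± 0.161 (SD, n = 3) in PYS2, at least 566-fold above END2 (adjusted p = 1.26e-11) and 373-fold above XEN (adjusted p = 7.44e-11). Clic6, a chloride channel protein, was at least 286-fold higher in PYS2 than in END2 (adjusted p = 1.11e-10) and 164-fold higher than in XEN, where 2 of 3 arrays detected it (adjusted p = 3.04e-09). The calcium-binding protein gene S100a11 was not detected in PYS2 cells and was at least 500.1-fold higher in END2 (adjusted p = 1.11e-11) and at least 299.7-fold higher in XEN (adjusted p = 5.31e-11). In XEN cells, 1548 probes were higher than in both other lines and 1210 were lower. Sox21, a SOX transcription factor, was detected in XEN cells alone, at least 29.3-fold above END2 (adjusted p = 2.61e-10) and at least 24.8-fold above PYS2 (adjusted p = 1.59e-09). By detection, 11407 probes were present in all 3 lines, 1766 in END2 alone, 546 in PYS2 alone and 554 in XEN alone.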

Since these cell lines have in other assays been shown to have inductive effects, such as activating heart formation [4], [5], [33], [34], [35], these differences might be exploited to identify specific inductive signals within the individual cell lines.

The microarray data were then examined for expression of a large panel of markers identified in Sherwood *et al.* that are described as distinguishing between DE and VE (Fig. 5). Many, but not all, of the pan-endodermal markers are expressed by these cell lines [9/18 (50%), END2, PYS2 and 7/18 (39%), XEN cells]. These data indicate that a subset of these markers are not truly pan endodermal but add further support to the characterization of *Sox17, Spink3 Rab 15, Dsg2, Ripk4, AnxA4* and *Emb* as true pan endodermal markers. In addition, markers that were described as VE-enriched are highly expressed in the ExEn cell lines (65%, END2, 60% PYS2 and 62.5% XEN). By contrast, ExEn cells express only a small percentage of markers that distinguish DE from VE (9.6% END2, PYS2, 19% XEN cells). It should be noted, however that these markers are not exclusive to the DE and VE, and thus their expression in ExEn cell lines may indicate the presence of other lineages such as parietal endoderm.

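Of the 18 pan-endodermal markers in Fig. 5, 5 were present in END2 cells (27.8%), 9 in PYS2 cells (50%) and 11 in XEN cells (61.1%). The 5 in END2 were Foxa1, Dsg2, Ripk4, Anxa4 and Emb, and 4 of them, all but Foxa1, were present in every line. St14, a membrane serine protease, was detected on every XEN array and on no other array, at least 2.2-fold higher in XEN than in END2 (adjusted p = 3.56e-06, limma). Tmprss2, another such protease, was not detected in END2 and was at least 4.04-fold higher in PYS2 (adjusted p = 4.83e-08) and at least 1.89-fold higher in XEN (adjusted p = 3.24e-06). Of the 12 markers that were tested, 2 were higher in END2 than in PYS2, 7 were lower and 3 did not pass, and against XEN 3 were higher and 9 were lower. The END2 share rose to 44.4% when detection was set at a p-value under 0.05.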

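The HMG box factor gene Sox17 was not detected on any END2 array. It was at least 120-fold higher in PYS2 (adjusted p = 4.25e-11, limma) and at least 80.5-fold higher in XEN cells (adjusted p = 1.13e-10). Spink1 (Spink3), a serine protease inhibitor, was at least 151-fold higher in PYS2 (adjusted p = 4.41e-09) and at least 120-fold higher in XEN than in END2 cells, which did not show it on any array (adjusted p = 8.34e-09). Rab15, a GTPase of membrane traffic, was likewise undetected in END2 and was at least 48.3-fold higher in PYS2 (adjusted p = 6.85e-10) and at least 38-fold higher in XEN (adjusted p = 1.29e-09). Dsg2, a desmosomal cadherin, was highest in END2, at a log2 level of 9.13 ± 0.645 against 6.45 ± 0.267 in PYS2 and 6.86 ± 0.456 in XEN (SD, n = 3), with an adjusted p = 2.37e-05 against PYS2 and 0.000101 against XEN. The kinase gene Ripk4 was 4.12-fold lower in END2 than in PYS2 (adjusted p = 3.55e-06), and Emb, which encodes embigin, was 8.72-fold lower (adjusted p = 7.69e-06). Anxa4, an annexin, was 10.2-fold higher in END2 than in XEN (adjusted p = 1.64e-07) and differed by -0.46 between END2 and PYS2 (SE 0.22, adjusted p = 0.0978). Against PYS2, 1 of the 7 genes was higher in END2, 5 were lower and 1 did not pass, and against XEN 2 were higher and 5 were lower, also when adjusted over the list alone. As the paper selected the 7 genes on these samples, the counts are not independent evidence.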

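Of 39 VE-enriched markers with a named probe, 20 were present in END2 cells (51.3%), 23 in PYS2 cells (59%) and 24 in XEN cells (61.5%), and 14 were present in all lines. Cers2, a ceramide synthase, was close in all 3 lines, at log2 levels of 12.04 ± 0.258 in END2, 12.05 ± 0.132 in PYS2 and 12.29 ± 0.133 in XEN (SD, n = 3), with differences of -0.01 (SE 0.177, adjusted p = 0.97, limma) and -0.26 (SE 0.177, adjusted p = 0.243) against PYS2 and XEN. Foxq1, a forkhead factor, was 45.2-fold lower in END2 than in PYS2 (adjusted p = 6.93e-07) and 28.7-fold lower than in XEN (adjusted p = 2.42e-06). Ihh, the secreted Indian hedgehog, was undetected in END2 and was at least 13.2-fold higher in PYS2 (adjusted p = 1.22e-09) and at least 9.81-fold higher in XEN (adjusted p = 3.32e-09). Twist1, a factor of mesenchymal cells, ran the other way and was 4.08-fold higher in END2 than in PYS2 (adjusted p = 8.1e-06) and 3.98-fold higher than in XEN (adjusted p = 1.03e-05). Cyp26a1, which degrades retinoic acid, was 20.2-fold lower in END2, where 1 of 3 arrays detected it, than in XEN (adjusted p = 1.07e-08) and at least 14.8-fold lower in PYS2 than in XEN (adjusted p = 3.02e-08). Among the 30 that were tested, 10 were higher in END2 than in PYS2, 17 were lower and 3 did not pass, and against XEN 8 were higher, 16 were lower and 6 did not pass.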

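Of 47 DE-enriched markers with a named probe, 16 were present in END2 cells (34%), 6 in PYS2 cells (12.8%) and 8 in XEN cells (17%). Gli3, Tpbg and Meis2 were present in every line. Hoxd8, a homeobox gene, was detected on every END2 array and on no other array, at a log2 level of 8.79 ± 0.0228 (SD, n = 3), at least 9.33-fold higher than in PYS2 (adjusted p = 2.04e-09, limma) and at least 9.64-fold higher than in XEN (adjusted p = 2.47e-09). The same held for Sox11, a factor of neural and mesenchymal progenitors, which was at least 13-fold higher in END2 than in PYS2 (adjusted p = 4.4e-09), and for Ssbp2, a DNA-binding cofactor, which was at least 14.1-fold higher (adjusted p = 1.22e-08). Meis2, another homeobox gene, was 31.7-fold higher in END2 than in PYS2 (adjusted p = 8.81e-08) and 3.88-fold higher than in XEN (adjusted p = 0.000266). Irx2 was undetected in END2 cells and was at least 5.02-fold higher in PYS2 (adjusted p = 9.27e-08). Sp6 was detected in XEN cells alone, at least 3.82-fold above END2 (adjusted p = 1.1e-05). Of the 20 markers that were tested, 14 were higher in END2 than in PYS2, 2 were lower and 4 did not pass. Against XEN, 14 were higher, 3 were lower and 3 did not pass, and between PYS2 and XEN 1 was higher in PYS2, 4 were lower and 15 did not pass. On the same arrays, Wnt5a, a signal of mesenchymal cells, was at least 22.2-fold higher in END2 than in PYS2 (adjusted p = 6.85e-10).

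**Figure D3:**
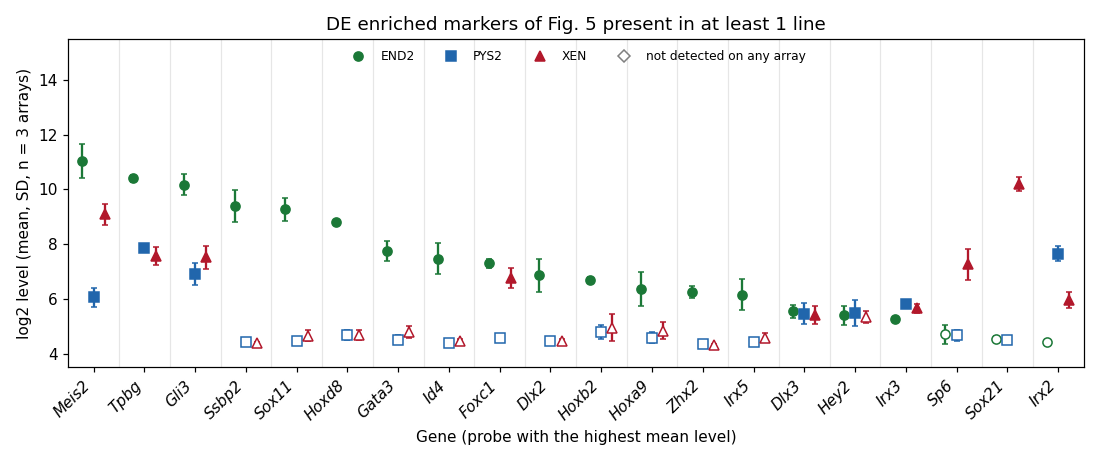
Mean log2 level and SD (n = 3 arrays per line) of the 20 DE-enriched markers of Fig. 5 that were present in at least 1 line, ordered by their level in END2 cells, with open symbols where no array of the line detected the probe. Most open symbols belong to PYS2 and XEN cells, while Irx2, Sox21 and Sp6 are open in END2.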

**Figure 5:**
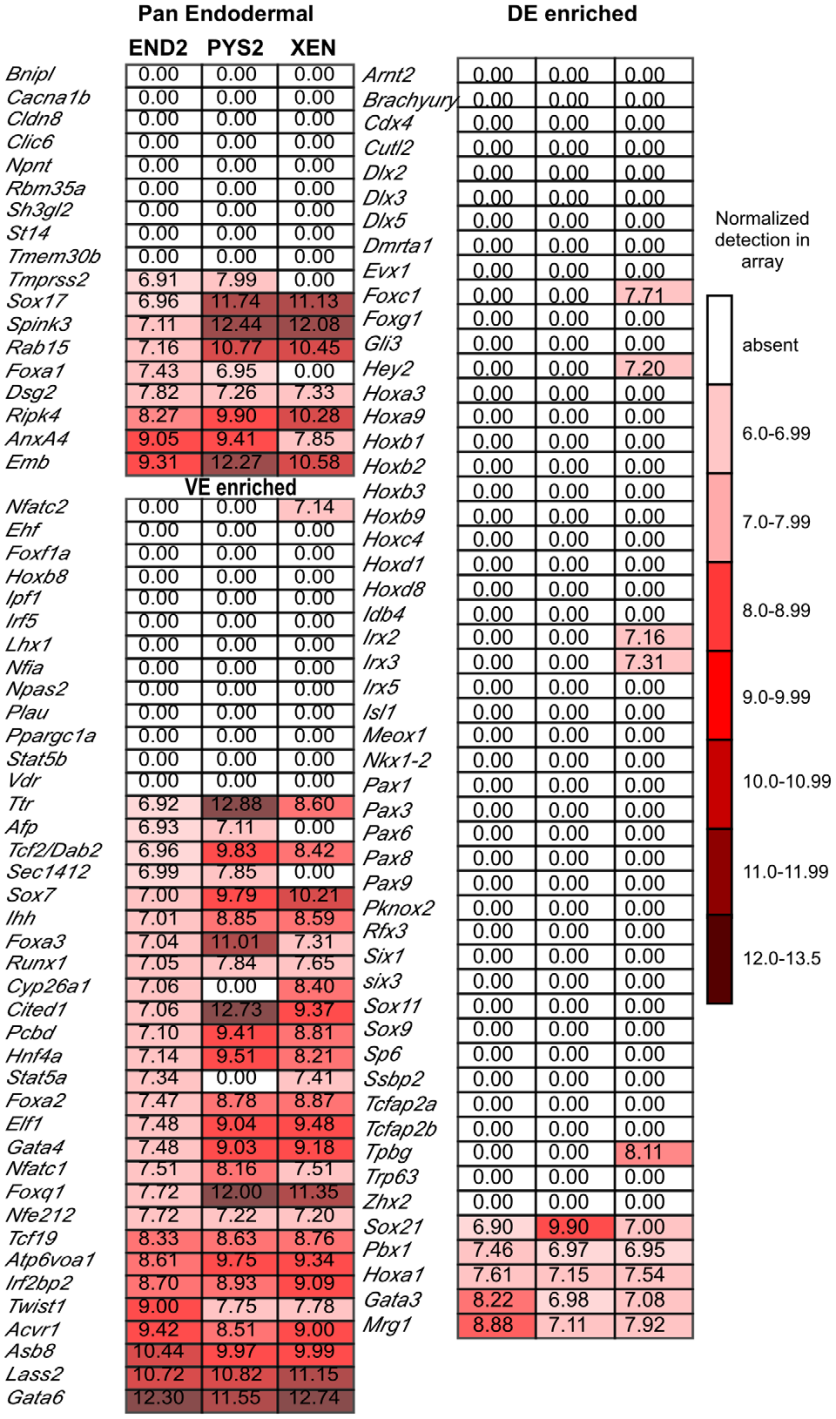
Heat map representation of detailed marker analysis. Microarray data of markers distinguishing VE from DE according to Sherwood *et al*. [2]. Only a subset of the previously examined pan endodermal markers are expressed in the array. This refines the list of true pan endodermal markers to include *Sox17, Spink3, Rab15, Dsg2, Ripk4, AnxA4* and *Emb*. “VE enriched” genes indicate factors that were found to be expressed in VE plus other lineages but not DE. Our analysis suggests that a subset of these factors may not be present in all VE subtypes and thus may represent regionalized VE markers. “DE enriched” represents genes found, in Sherwood *et al.* [2], to be expressed in DE and other subtypes but not in VE. These data strongly suggest that the ExEn cell lines are not similar to DE. Fluorescence data was marked as 0.00 if the p-value of detection was greater than 0.01.

Altogether these findings suggest that all of the cell lines examined in these studies are similar to extra-embryonic endodermal lineages and probably represent mixed populations of PrE derivatives. In addition, microarray analysis reveals distinct differences between these cell lines. To further understand these differences, cluster analysis (Fig. 6A) was performed. This supported the existence of significant molecular differences between the three ExEn cell lines. 

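The 9 arrays formed 3 groups that were the 3 cell lines, except without normalization between arrays, where XEN replicate 2 stood alone. Over the log2 levels of the tested probes the mean Euclidean distance was 192 between END2 and PYS2 arrays, 180.7 between END2 and XEN arrays and 128.9 between PYS2 and XEN arrays. The distances between arrays of the same line were 61.89 for END2, 54.04 for PYS2 and 47.74 for XEN on average. Lpl, which encodes lipoprotein lipase, was among the genes furthest apart, at least 198-fold higher in END2 than in PYS2 (adjusted p = 1.77e-10, limma). Fabp3, a fatty acid binding protein, was 346-fold lower in END2 than in XEN (adjusted p = 6.08e-11), and the X-linked homeobox gene Rhox5 was 454-fold lower in END2, where 1 of 3 arrays detected it, than in PYS2 (adjusted p = 7.56e-11). Nid1, which encodes the basement membrane protein nidogen-1, was 58.8-fold higher in XEN than in PYS2, where 1 of 3 arrays detected it (adjusted p = 1.45e-08). The first principal component held 64.8% of the variance and placed END2 apart from the other two lines, and the second held 24.8% and placed PYS2 apart from XEN.

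**Figure D4:**
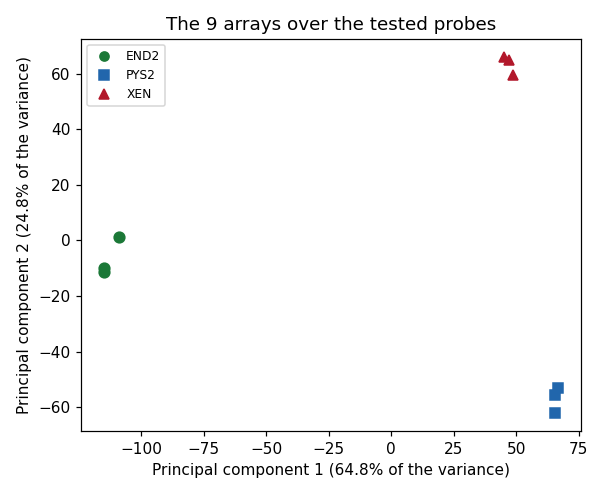
The 9 arrays on the first and second principal components of the log2 levels of the tested probes, one symbol per array. The END2 arrays lie between -115.1 and -108.8 on the first component, and the PYS2 and XEN arrays between 45.13 and 66.73.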

The greatest overall differences were found when END2 cells were compared to the other two cell lines (PYS2 and XEN). This finding is consistent with our previous analysis. 

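END2 cells stood apart most clearly in genes of mesenchymal cells and fibroblasts. Of 23 tested genes in this textbook list, 21 were higher in END2 than in PYS2, none was lower and 2 did not pass (22 higher when adjusted over the list alone). Against XEN 21 were higher and none was lower, also when adjusted over the list alone. The median difference was 3.78 on the log2 scale against PYS2, or 2.95 with undetected genes at their bound (adjusted p = 9.53e-11, limma's camera), and 3.05 against XEN (adjusted p = 1.64e-10). With the authors' normalized values the medians were 2.20 and 1.50. Between PYS2 and XEN 2 were higher, 3 were lower and 18 did not pass (adjusted p = 0.76). Dcn, the matrix proteoglycan decorin, was at least 163-fold higher in END2 than in PYS2 (adjusted p = 4.93e-10), and Col6a1 and Fn1, which encode a collagen VI chain and fibronectin, were at least 103-fold and at least 49.5-fold higher in END2 than in XEN (adjusted p = 1.64e-06 and 3.67e-08). Acta2, smooth muscle actin, was at least 453-fold higher in END2 than in PYS2 (adjusted p = 3.08e-11) and was also detected in XEN cells. Of 66 tests, on 22 lists in 3 comparisons, 19 passed, and only those of the mesenchymal list in END2 against each other line held with an estimated correlation (adjusted p = 0.00868 for both). The mean distance from the END2 arrays to the others was 1.446 ± 0.00946 times the distance between PYS2 and XEN (SD over the 3 END2 arrays), and END2 split from the other two lines first in the clustering tree. From the cluster analysis, the paper states that the greatest differences were those between END2 and the other two lines.

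**Figure D5:**
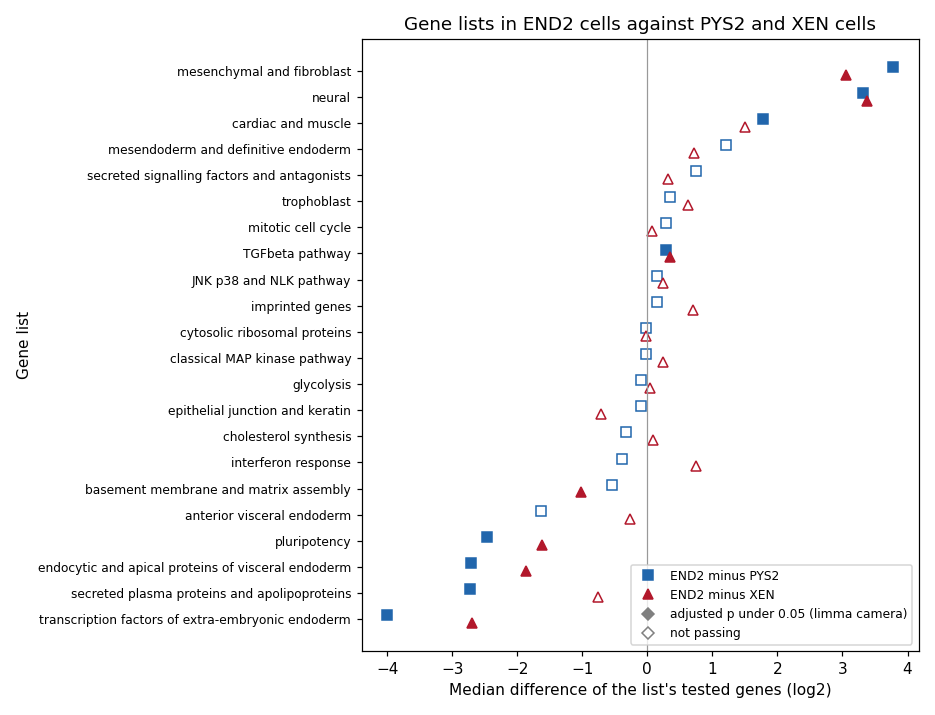
Median log2 difference of each textbook gene list in END2 cells against PYS2 (squares) and XEN cells (triangles), over the tested genes of the list, with filled symbols where limma's camera gave an adjusted p under 0.05. The mesenchymal list lies furthest to the right against PYS2, at 3.78, and the transcription factors of extra-embryonic endoderm furthest to the left, at -4.00.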

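Between END2 and PYS2 cells, 8631 of the 16299 tested probes differed (53%), 4209 of them higher in END2 and 4422 lower. They belonged to 2741 named genes that were higher and 2973 that were lower. Between END2 and XEN cells 8448 probes differed (51.8%), 4190 higher and 4258 lower in END2, and between PYS2 and XEN cells 6016 differed (36.9%), 3068 higher and 2948 lower in PYS2. With a difference of at least 2-fold as well, the counts were 4883, 4849 and 2940. Without normalization between arrays 5056, 4913 and 2386 probes differed, and 62.9% and 60.9% of those between END2 and PYS2 or XEN were higher in END2, so the even split depends on the normalization. The uroplakin gene Upk3b was among the largest differences, at least 257-fold higher in END2 than in XEN (adjusted p = 5.37e-10, limma). The chemokine gene Cxcl12 was at least 259.7-fold higher in END2 than in PYS2 (adjusted p = 2.33e-10) and 349.9-fold higher than in XEN, where 1 of 3 arrays detected it (adjusted p = 2.11e-10), and Grb7, an adaptor of receptor tyrosine kinases, was at least 140-fold lower in END2 than in PYS2 (adjusted p = 1.26e-11). Fmr1nb was at least 63.3-fold higher in PYS2 than in XEN (adjusted p = 3.4e-10). The values of the compared arrays did not overlap for 58.5%, 59.4% and 51.2% of the probes, where chance gives 10%. The comparisons with PYS2 and with XEN shared 2901 probes higher in END2 and 2650 lower, where independent lists of these sizes would share 1082 and 1155. The highest number shared in 20 simulations of unchanged lines was 0. That value leaves out the real effects and the value for independent lists leaves out the shared END2 arrays, so neither measures what these arrays add, and part of the excess may come from them. The differences from PYS2 and from XEN had a correlation of 0.772 across probes, against 0.504 in the simulations, and a covariance of 1.54 against 0.032. Probes are not independent replicates.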

We also compared the number of genes that are differentially expressed in pair-wise comparisons of the three cell lines, confirming our findings from the cluster analysis (Fig. 6B).

**Figure 6:**
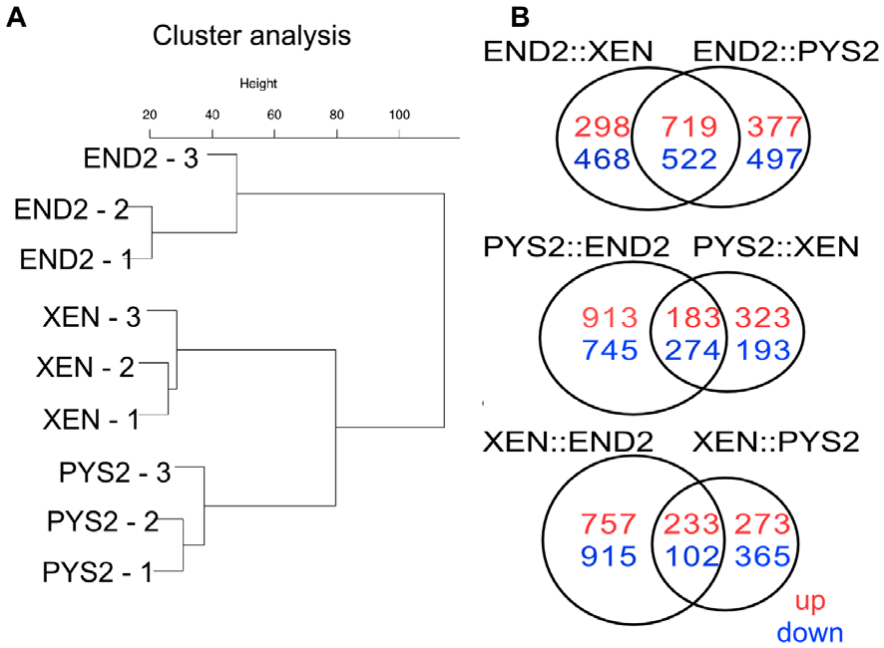
Cluster analysis of microarray data. **A.** Cluster Dendrogram representing the amount of variance in markers commonly expressed through microarray analysis by each of the ExEn cell lines (in triplicates). **B.** Venn Diagrams representing the number of genes in the array that are either upregulated (red) or downregulated (blue) in pair-wise comparisons between the different cell lines. Probes are called as “present” if the p-value for detection was less than 0.01.

Therefore, while demonstrating that the three cell lines exhibit characteristics of the VE, these studies also highlight the fact that they do, nonetheless, have significant molecular differences between them. Since a subpopulation of the VE, the AVE has been shown to have heart-inducing ability, it is possible that these molecular differences might also reflect differences in the ability of these cell lines to activate and/or enhance cardiac differentiation in ES cells. Indeed both END2 and PYS2 cells have already been shown to possess heart inducing ability [4], [5], [33], [34], [35].

### Microarray analysis

To examine the microarray data in more detail, we performed pathway and tissue expression analysis on a total of 6094 annotated gene IDs that were detected as present in at least one of the three cell lines (based on a p-value of detection <0.01) using the Database for Annotation, Visualization and Integrated Discovery (DAVID) [36], [37]. 

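Of 19057 named genes, 9354 (49.08%) had a probe that was present in at least 1 of the 3 cell lines. All 17 cytosolic ribosomal protein genes with a probe were present in each line (adjusted p = 4.06e-05 for presence in any line against the other genes, Fisher's exact test). The 13 glycolysis genes were all present in END2 cells (adjusted p = 3e-04 for presence in any line), and Hk1, Pfkp and Slc16a3 were not present in PYS2 or XEN cells. Of 16 cholesterol synthesis genes 15 were present in END2, 15 in PYS2 and 14 in XEN, and each was present in at least 1 line (adjusted p = 6.22e-05). Of 18 mitotic genes 14 were present in at least 1 line (77.8%, adjusted p = 0.0348). These lists moved little as groups, and none passed in any comparison of lines. The closest to the threshold was the mitotic list in END2 against PYS2, where 5 genes were higher, none was lower and 9 did not pass, also when adjusted over the list alone (adjusted p = 0.123, limma's camera). Plk1, a mitotic kinase, was 35.8-fold higher in END2 than in PYS2 (adjusted p = 6.47e-10) and 35.6-fold higher in XEN than in PYS2 (adjusted p = 4.3e-09). Of the cholesterol synthesis genes, 1 was higher in END2 than in PYS2, 6 were lower and 9 did not pass (5 lower when adjusted over the list alone, list adjusted p = 0.268). Msmo1, an enzyme late in the pathway, was 6.79-fold lower in END2 (adjusted p = 4.37e-06). The glycolysis list divided into 3 higher, 3 lower and 7 not passing, also when adjusted over the list alone (list adjusted p = 0.958), with Pkm 2.33-fold higher in END2 than in PYS2 (adjusted p = 0.000317) and Pfkl 3.98-fold lower (adjusted p = 0.000524). Of the ribosomal protein genes 2 were lower and 15 did not pass, also when adjusted over the list alone (list adjusted p = 0.754). Their largest difference was that of Rps3, 5.57-fold lower in END2 (adjusted p = 3.28e-07). Against XEN, the list adjusted p was 0.628 for the mitotic and the ribosomal genes, 0.754 for cholesterol synthesis and 0.76 for glycolysis.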

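Secreted plasma proteins and apolipoproteins, which the liver and the VE share, were found mainly in PYS2 and XEN cells. Of 22 such textbook genes, 2 were present in END2 cells, 10 in PYS2 cells and 7 in XEN cells. The share present in at least 1 line was 54.5%, against 49.1% of the other named genes (odds ratio 1.25, adjusted p = 0.823, Fisher's exact test). Apoe, an apolipoprotein of lipid transport, was present in every line and was 24.4-fold lower in END2 than in PYS2 (adjusted p = 9.48e-07, limma). Apoa2, another apolipoprotein, was undetected in END2 and at least 14.9-fold higher in PYS2 (adjusted p = 1.35e-08), where it was 12.2-fold higher than in XEN, in which 2 of 3 arrays detected this probe (adjusted p = 4.53e-07). Of the 12 that were tested, 9 were lower in END2 than in PYS2, none was higher and 3 did not pass, also when adjusted over the list alone. The median difference was -2.72 (adjusted p = 0.000358, limma's camera, and adjusted p = 0.0909 with an estimated correlation), and it was -0.97 with the authors' values and -0.22 without a filter on dim probes. Against XEN 1 was higher, 6 were lower and 5 did not pass, also when adjusted over the list alone (list adjusted p = 0.123). Between PYS2 and XEN, 10 were higher in PYS2 and 2 were lower, also when adjusted over the list alone, with a median of 2.13, or 1.37 with undetected genes at their bound (adjusted p = 0.000388, and adjusted p = 0.0909 with an estimated correlation), or 0.81 with the authors' values and 0.43 without the filter. Ahsg, which encodes the plasma protein fetuin-A, was undetected in END2 and was at least 2.93-fold higher in XEN (adjusted p = 0.000157). The tissue analysis of the paper, made with DAVID, was not repeated here.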

Tissue expression analysis revealed that the top non-cancer tissue hit for this list of gene IDs was for liver (with a p-value of 5.3E-115), which is expected given the high degree of overlap between markers for the liver and the VE.

To determine the signaling pathways that characterize these cell lines, the DAVID bioinformatics tool was used to compare the 6094 gene IDs present in the arrays to the BIOCARTA pathways database. This analysis revealed that the top pathways (not directly related to cell cycle) in the ExEn lines were the MAP Kinase (p-value, 2.7E-3) and TGFbeta (p-value, 3.1E-3) signaling pathways. 

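Components of the TGFbeta and MAP Kinase pathways were present more often than other named genes. Of 66 TGFbeta pathway genes with a probe, 49 were present in at least 1 line (74.2%), against 49% of the other genes (odds ratio 3, adjusted p = 0.000138, Fisher's exact test). Of 49 genes of the classical MAP Kinase pathway 34 were present (69.4%, odds ratio 2.36, adjusted p = 0.0132), and of 59 genes of the JNK, p38 and NLK pathways 48 were present (81.4%, odds ratio 4.54, adjusted p = 6.2e-06). Among them, the receptors Tgfbr1 and Bmpr2 and the kinases Araf and Mapk14 were detected on all 9 arrays. In comparison, of 14 textbook AVE genes 50% were present (adjusted p = 1), and of 17 cardiac and muscle genes 29.4% (adjusted p = 0.226). The higher presence was not particular to these pathways, as mesenchymal and fibroblast genes (88.5%, adjusted p = 0.000138) and secreted signalling genes (72.1%, adjusted p = 0.0088) also passed. The pathway lists were compiled from textbook knowledge and not from the BIOCARTA database, and all genes with a named probe served as the background. As most pathway components are shared by many cell types, presence here was compared with that of all other genes and not with another tissue.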

Gene expression in these pathways was described by comparing our gene list to the TGFbeta and MAP Kinase pathways described in the Kyoto Encyclopedia for Genes and Genomes (Fig. 7 and Fig. 8). A detailed analysis of the TGFbeta pathway suggests that all three of these cell lines are capable of responding to all known subgroups of TGFbeta family members (Fig. 7). 

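Several receptors of the TGFbeta family were present in all 3 lines. Tgfbr1, the type I receptor for TGFbeta, had log2 levels of 10.49 ± 0.115 in END2, 11.06 ± 0.0926 in PYS2 and 10.93 ± 0.111 in XEN cells (SD, n = 3), and the receptor genes Bmpr1a, Acvr1 and Acvr2b were likewise present throughout. Acvr1b, Acvr1c and Acvr2a, which encode further activin and nodal receptors, were not present in any line. Smad1, Smad2, Smad3 and Smad5, which carry the signal to the nucleus, were also present in every line, and Smad9 in none. Of 66 pathway genes with a probe, 45 were present in END2, 37 in PYS2 and 36 in XEN, and 32 in all lines.  Bmp4 was 61.2-fold higher in END2 than in PYS2 (adjusted p = 1.48e-09, limma) and at least 69.3-fold higher than in XEN, where it was not detected (adjusted p = 5.66e-10). Tgfb3 was at least 13-fold higher in END2 than in XEN (adjusted p = 7.06e-09). Nog, the BMP antagonist noggin, was detected on every XEN array and on no PYS2 array, at least 7.98-fold higher in XEN (adjusted p = 4.97e-07), while Nbl1, another BMP antagonist, was at least 19.1-fold higher in END2 than in PYS2 (adjusted p = 3.77e-09). Tgfbr2, the type II receptor, was 5.85-fold higher in END2 than in XEN (adjusted p = 3.5e-07). Of the 49 genes tested, 21 were higher in END2 than in PYS2, 8 were lower and 20 did not pass, with a median of 0.28, or 0.125 without a filter on dim probes (adjusted p = 0.0161, limma's camera, and adjusted p = 0.145 with an estimated correlation). That median was 0.184 without PYS2 replicate 3 and 0.169 with the mean of a gene's probes. Against XEN 23 were higher, 7 were lower and 19 did not pass, with a median of 0.35, or 0.14 without the filter and 0.58 without normalization between arrays (adjusted p = 0.00459, and adjusted p = 0.102 with an estimated correlation). The median against XEN was 0.566 without XEN replicate 2. Of the same genes 14 were higher in PYS2 than in XEN, 6 were lower and 29 did not pass (list adjusted p = 0.547). All these counts were the same when adjusted over the list alone. From its analysis of the pathway, the paper proposes that all 3 lines can respond to all known subgroups of the TGFbeta family.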

By comparison, an analysis of known MAP Kinase signaling pathways suggests that only XEN cells have a fully intact classical MAP Kinase signaling pathway since it was the only cell line in which *Grb2* is present by microarray (Fig. 8A). By contrast microarray data suggests that END2 and PYS2 cells likely signal through the TAK1/p38/JNK and the TAK1/NLK pathways. 

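Grb2, the adaptor that links receptor tyrosine kinases to Ras, was close to the detection limit in every line. Its single probe was detected on 2 END2 arrays, 1 PYS2 array and 2 XEN arrays, at mean signals of 50.8, 50.4 and 49.2 intensity units. Its log2 levels were 5.29 ± 0.0854 in END2, 5.63 ± 0.293 in PYS2 and 5.44 ± 0.299 in XEN (SD, n = 3), and it differed by -0.34 between END2 and PYS2 (SE 0.202, adjusted p = 0.183, limma), by -0.15 between END2 and XEN (adjusted p = 0.563) and by 0.19 between PYS2 and XEN (adjusted p = 0.519). Other members of the classical pathway, the exchange factor Sos2, the GTPase Nras and the kinases Araf, Map2k1 and Map2k2, were present in all 3 lines. Of 49 genes with a probe, 30 were present in END2, 24 in PYS2 and 25 in XEN, and 21 in all lines. Egfr, the epidermal growth factor receptor, was detected on every END2 array and on no PYS2 or XEN array, at least 44.8-fold higher in END2 than in PYS2 (adjusted p = 8.49e-11) and at least 46.3-fold higher than in XEN (adjusted p = 1.13e-10). Fgf5, a fibroblast growth factor, was at least 20.4-fold higher in END2 than in PYS2 (adjusted p = 1.8e-08). Of the 34 genes tested, 11 were higher in END2 than in PYS2, 8 were lower and 15 did not pass, and the list did not pass (adjusted p = 0.754, limma's camera). Against XEN 11 were higher, 10 were lower and 13 did not pass (list adjusted p = 0.662), and between PYS2 and XEN 9 were higher, 5 were lower and 20 did not pass (list adjusted p = 0.76), with the same counts throughout when adjusted over the list alone. Because it found Grb2 present by array in XEN cells only, the paper at first proposes that only this line has a fully intact classical pathway. By qRT-PCR it then finds Grb2 at similar levels in each line. It goes on to propose that all 3 lines can use the classical and the non-classical pathways.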

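Map3k7, which encodes the kinase TAK1, was detected on all 9 arrays at levels that were close in the 3 lines, with log2 differences of 0.02 between END2 and PYS2 (SE 0.203, adjusted p = 0.934, limma) and -0.04 between END2 and XEN (SE 0.203, adjusted p = 0.876). Its partners Tab1 and Tab2, the p38 kinase Mapk14 and the JNK genes Mapk8 and Mapk9 were present in every line. Mapk11 and Mapk12, which encode further p38 kinases, were detected on every END2 array and were at least 6.21-fold and at least 5.62-fold higher in END2 than in PYS2 (adjusted p = 3.2e-08 and 1.83e-06). Hspb1, a small heat shock protein phosphorylated downstream of p38, was 7.64-fold higher in END2 than in PYS2 (adjusted p = 2.68e-07) and 5.59-fold higher than in XEN (adjusted p = 1.35e-06). The Nlk probe was detected on no END2 or PYS2 array and on 1 XEN array. Of 59 genes of the JNK, p38 and NLK pathways with a probe, 45 were present in END2, 41 in PYS2 and 41 in XEN, and 36 in all lines. Of the 48 tested, 18 were higher in END2 than in PYS2, 9 were lower and 21 did not pass (list adjusted p = 0.296, limma's camera), and the counts against XEN were the same (list adjusted p = 0.23). Those counts did not change when adjusted over the list alone. For PYS2 against XEN 12 were higher, 9 were lower and 27 did not pass (13 higher and 10 lower when adjusted over the list alone, list adjusted p = 0.76). The paper proposes from the array data that END2 and PYS2 cells likely signal through the TAK1/p38/JNK and TAK1/NLK pathways.

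**Figure D6:**
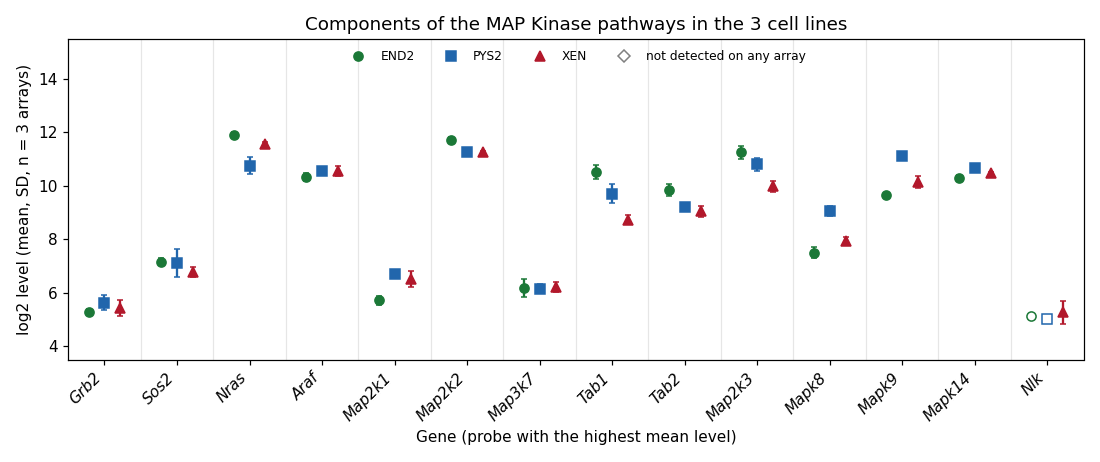
Mean log2 level and SD (n = 3 arrays per line) of components of the classical MAP Kinase pathway (Grb2 to Map2k2) and of the TAK1, p38, JNK and NLK pathways (Map3k7 to Nlk), with open symbols where no array of the line detected the probe. Grb2 lies between 5.29 and 5.63 in the 3 lines, and Nlk is open in END2 and PYS2 cells.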

Although we found a better than 80% correlation between microarray and qRT-PCR data, we decided to confirm the presence or absence of *Grb2* expression in these cell lines by qRT-PCR (Fig. 8B). By PCR, we found that each of the three cell lines expresses mRNA for *Grb2* at similar levels. Taken together these analyses suggest that each of the three endodermal cell lines can signal through both classical and non-classical MAP Kinase signaling pathways.

**Figure 7:**
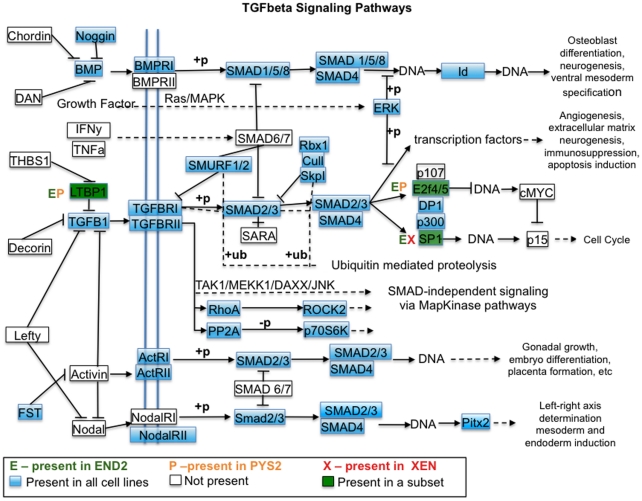
TGFbeta signaling pathways are active in heart inducing cell lines. Diagram of TGFbeta signaling pathways from the Kyoto Encyclopedia of Genes and Genomes [75], [76], [77] showing pathway components that are considered to be present based on a p-value of detection <0.01. Factors indicated in blue are present in all of the ExEn cell lines. Factors present in green are present in a subset of the cell lines (the particular cell lines are indicated by letters adjacent to the box indicating the factor).

**Figure 8:**
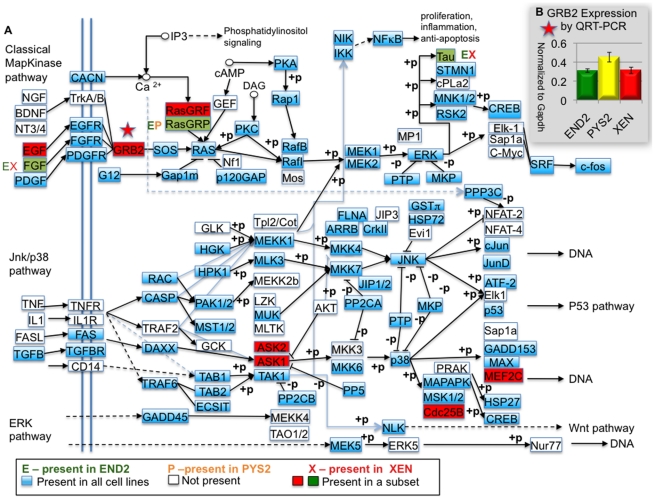
Heart inducing endoderm signals through the JNK/MAP Kinase and the TAK1/NLK pathways. **A.** Diagram of MAP Kinase signaling pathways after the Kyoto Encyclopedia of Genes and Genomes [75], [76], [77] showing pathway components that are considered present based on a p-value of detection <0.01. Factors indicated in blue are present in all of the ExEn cell lines. Factors highlighted in green are present in a subset of the cell lines (the particular cell lines are indicated by letters adjacent to the box indicating the factor). Factors indicated in red are present in XEN cells only. **B.** qRT-PCR data showing expression of Grb2 in END2 (green), PYS2 (yellow) and XEN cell (red) respectively.

In addition, we have previously shown [40] that signaling of TGFbeta family members in the endoderm is required for heart development. Together these pathway analyses (Fig. 7, 8) reveal that the effects of TGFbeta signaling could be mediated by either traditional SMAD-dependent signaling or by a SMAD independent pathway involving either TAK1/p38/JNK or TAK1/NLK.

Finally, since END2 and PYS2 cells have been shown to secrete factors that induce differentiation in ES cells it is likely that XEN cells will have a similar inductive ability. Before this can be established, however, it is important to show that XEN cells are stable when maintained in culture. To address this question, we collected XEN cells at 70% confluence to ensure that cell density is equivalent for all analyses over seven passages. We then assessed the expression of a number of ExEn markers at each passage. In parallel, XEN cells were passaged in a serum-free medium to determine if gene expression in these cells is sensitive to culture conditions (Fig. 9). We found that despite spikes in some markers at certain passages, that cells grown in standard serum-containing medium are quite stable over seven passages and that there were no obvious trends in marker expression during the duration of this experiment. This suggests that XEN cells are stable in standard medium for at least short-term culture. When XEN cells are grown in serum-free medium we again noticed spikes in expression of some markers at some passages but again found no obvious trends in marker expression. We did however note that overall expression of *Gata6* and *Ttr* was different between the two culture conditions whereas other markers were expressed at statistically the same levels at most passages.

**Figure 9:**
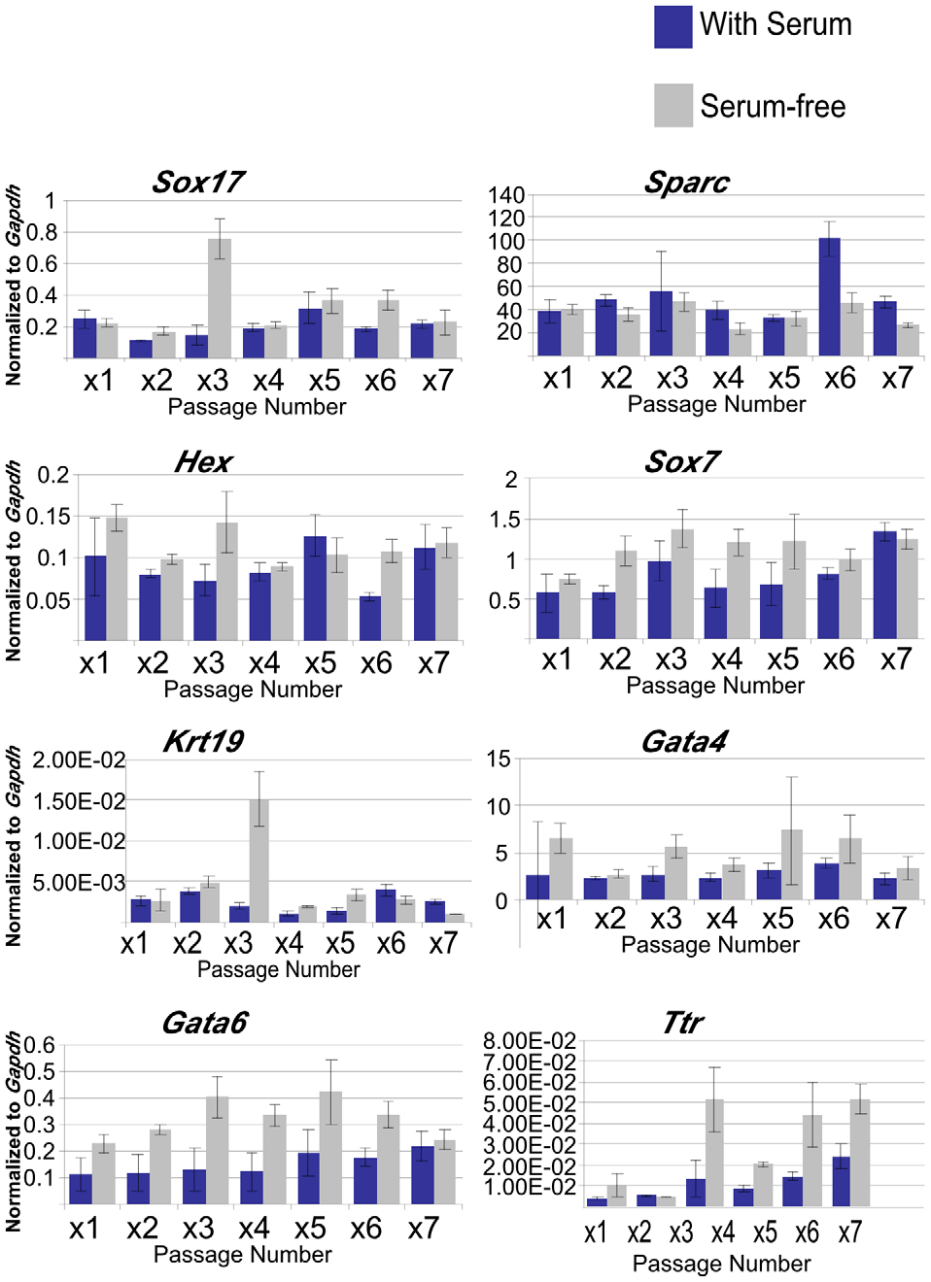
Marker expression in XEN cells is stable over several passages when cells are grown under standard serum-containing medium. qRT-PCR data comparing marker expression in XEN cells grown under standard serum-containing conditions to XEN cells grown in serum-free medium. Despite some spikes in marker expression at some passages, over the entire course of this experiment there were no obvious trends (either upward or downward changes in expression) in any of the markers assessed. In addition, while some markers were differentially expressed between the two culture conditions, there was also no obvious change in marker expression in the serum-free medium when assessed over the entire course of the experiment. This suggests that XEN cells are stable when grown in culture over several passages.

## Discussion

The endoderm makes up only a small percentage of cells of the early embryo. Cells within the endoderm layers of the early embryo exist in simple cuboidal or squamous epithelia, making them difficult to isolate mechanically from embryos. Because of these challenges to the embryological study of endodermal cells in the mouse embryo, many recent studies have relied on the use of endodermal-like cell lines that can mimic the functions of the early endoderm. For example END2 cells have been shown to enhance myocardial differentiation of both human and mouse ES cells [4], [33], [34] and to mimic the effect of the VE in activating cardiac formation from the undifferentiated mesoderm from the mouse embryo [35]. While it is clear from these studies that END2 cells mimic the effects of the AVE, the fact that they were originally derived from ECs raises some doubt as to whether they perfectly recapitulate the endogenous signals secreted by the AVE.

An added complication is the significant overlap between genes that mark the ExEn and those that mark the DE. This makes the analysis of *in vitro* differentiation of endodermal cell types difficult and thus poses a major hurdle for attempts to derive endodermal cell types for ES or other sources that might be used for therapeutic purposes.

Our studies address both of these concerns. First, we have undertaken an in depth analysis of the newly characterized XEN stem cells [6] which like the EC-derived END2 and PYS2 cells, express markers for the AVE. XEN cells can thus can be used to study the inductive effects that have been attributed to the AVE, including heart formation, primitive streak initiation and forebrain induction. In addition, since XEN cells are derived from mouse blastocysts, it will be possible to derive XEN cells from mice with deletions of genes thought to be involved in AVE function thereby providing an assay to directly test their function in the primitive endoderm. Finally, by comparing the three related but dissimilar cell lines, we are able to refine the list of markers that distinguish between different subtypes of endoderm including those that distinguish DE from VE.

### Inductive and morphogenetic functions of the extra-embryonic endoderm

Endoderm both embryonic and extra-embryonic has been shown in various model systems to play an inductive role in the differentiation of mesodermal and ectodermal tissues that adjoin it. The VE in particular has been proposed to play important roles in heart formation, primitive streak formation and the development of the forebrain.

Studies in amphibian embryos dating back to the 1960s demonstrate that signals from the pregastrula endoderm support myocardial differentiation [38], [39], [40], [41], [42], [43], [44], [45]. This finding is supported by studies that the AVE of the mouse [46] and the hypoblast of avian embryos [47], [48], [49], also support cardiac differentiation. In addition, endoderm isolated from avian embryos has been shown to enhance cardiac differentiation when co-cultured with mouse ES cells [50]. Importantly, these studies indicate that cardiac specification requires a VE signal only transiently, from early to mid-gastrulation [47], [51], [52] and that signals from the DE are required only later, for proliferation of cardiomyocytes and the initiation of beating [53]. Thus it will be of particular importance to separate the molecular signals of the DE from the VE in order to uncover the specific signals that mediate endoderm's ability to activate and later support myocardial differentiation.

The VE has also been implicated as providing signals required for streak elongation. This hypothesis has come largely from the observation of an anterior migration of the AVE just prior to the onset of gastrulation [54] and studies in avian embryos showing that rotation of the hypoblast (which is equivalent to the AVE [55]) results in a repositioning of the primitive streak [55], [56], [57]. A more in depth molecular analysis of this process has revealed greater complexity than was previously anticipated. First, removal of the hypoblast does not eliminate streak formation but rather results in the formation of multiple streaks. This suggests that the hypoblast does not activate streak elongation but rather acts to limit streak formation to a single location [58]. Simultaneously, FGF signaling from the hypoblast activates localized expression of genes associated with the establishment of planar cell polarity and defines the site of active streak elongation [59].

Finally, two specific observations lead to the hypothesis that AVE might serve as an inducing population for the vertebrate forebrain. First, ablation of the AVE of the mouse leads to a loss of *Hesx* expression in the anterior neural folds of the mouse (although other markers assessed were normal) [60]. Second, chimeric analysis of mouse embryos possessing homozygous deletion of *Otx2* [61], [62] and *Lim1* [63] or that are double mutant for *Lim1* and *HNF3*β [64], suggest that AVE expression of these genes is necessary for normal axis and forebrain development. Together these data suggest that signaling from the AVE is necessary for normal forebrain development. However, the AVE does not directly activate forebrain differentiation. Grafting of the rabbit AVE [65] or chick hypoblast to naïve epiblast that is capable of forming neural tissue results in the transient ectopic expression of neural markers but these markers are not maintained and host tissues do not form neural plate structures [55]. Similarly, explant co-cultures of AVE and mouse epiblast do not induce the expression of anterior neural markers but instead suppress posterior neural differentiation [66]. So what is the mechanism by which VE helps to pattern the forebrain if it does not act as a forebrain inducer? 1) Transient activation of early neural markers suggests that the VE may prime the ectoderm for neural development, 2) The AVE appears to repress posterior development and 3) it appears that the VE directs morphogenetic movements in the ectoderm and mesoderm that are required for normal axis formation [reviewed in: [55], [66]. This hypothesis is consistent with the hypoblast rotation experiments described in the previous section.

Together, these studies highlight the importance of the VE generally and the AVE specifically in the early patterning of the embryo and subsequent organ formation.

### Does the extra-embryonic endoderm make cellular contributions to endodermal organ formation?

Until recently, the dogma of endoderm formation in the mouse has asserted that the visceral endoderm that surrounds the embryonic epiblast prior to gastrulation is actively displaced by the forming definitive endoderm and contributes only to extra-embryonic structures [67]. This conclusion was based largely on the observation of gene expression patterns showing markers such as *alpha-fetoprotein* being lost in the endodermal cells overlying the epiblast during gastrulation and low-resolution fate mapping studies. With the advent of multiple lineage labels and time-lapse live imaging, we have clearly demonstrated that all or most the visceral endoderm that overlies the pregastrula epiblast is integrated into the definitive endoderm rather than being displaced by it. Concomitantly, these cells lose expression of visceral endoderm markers and gain expression of markers for the definitive endoderm. This lineage study also demonstrates that VE-derived cells contribute to gut formation [27]. This shows that there are distinct regions of embryonic (EmVE) and extra-embryonic (ExVE) visceral endoderm with unique fates in the embryo and suggests that these EmVE cells may contribute to endodermal organ formation. While none of the ExEn cell lines that we assessed expressed markers for the definitive endoderm, it remains to be determined if these cells can be coaxed by the addition of growth factors to differentiate along definitive endoderm lineages and adopt fates associated with the gut or its associated organs. If this turns out to be the case, then in addition to being a useful tool for the study of the inductive properties of the ExEn, XEN cells might also serve a stem population from which to derive differentiated endodermal cell types.

### TAK1/p38/JNK/NLK pathways in these cells types

Above, we presented genetic and embryological data that the VE acts, in part, to direct cell movements in the embryo. Consistent with this, we found that each of the three ExEn cell lines possesses intact pathways for non-classical MAP Kinase signaling acting through JNK [68] and NLK [69]. Since both of these factors are associated with planar cell polarity, it supports the notion that these pathways may play a pivotal role in the endoderm's ability to direct morphogenetic movements. Indeed, JNK Kinase has been shown to be necessary for heart induction downstream of the non-canonical Wnt, Wnt11 [70]. In addition, TAK1, which is immediately upstream of NLK is essential for cardiac differentiation in P19 [71], and TAK1 [72] and TAB1[73] mutants show defects in cardiac morphogenesis. It remains to be determined whether these defects result from a specific endodermal requirement for these signals or arise from a more general requirement in embryonic tissues. Nonetheless these findings lend support to a model in which a non-classical MAP Kinase pathway mediated by TAK1/p38/JNK or TAK1/NLK mediate some functions of the endoderm.

### Conclusions

Endoderm, both embryonic and extra-embryonic plays important morphogenetic functions in the mouse and other vertebrate embryos. We are only just beginning to refine our understanding of the different types of endoderm and the molecular mechanisms by which they mediate their functions in development. Here, we undertake a thorough analysis of ExEn cell lines to help refine the list of markers that define various endodermal cell types. Specifically we provide further characterization of XEN cells [6] which may serve as a useful tool in the study of ExEn differentiation and function.

## Materials and Methods

### Cell Culture

XEN cells were derived from ICR strain blastocyst stage embryos according to standard procedures [6]. END2 cells were derived from P19 embryonal carcinoma cell lines [74] and PYS2 cells were derived from 129 strain mice tumor cells [1]. XEN and PYS2 cells were both maintained in high glucose Dulbecco's Modified Eagles Medium (DMEM) devoid of L-glutamine and sodium pyruvate (Mediatech). DMEM was enriched with 10% ES qualified Fetal Bovine Serum (GIBCO, lot: A15A00X), 1X nonessential amino acids (Mediatech), 1X L-glutamine, 1X sodium pyruvate (Mediatech) and β-mercaptoethanol (Sigma) was added to the medium to make a final concentration of 0.1 mM. Penicillin and streptomycin were then added in final concentrations of 100 units/ml and 100 µg/ml, respectively (Mediatech). This medium is referred to in the text as *standard medium*. END2 cells were grown in DMEM/F12 1∶1 media (Mediatech) supplemented with 10% FBS, L-glutamine, non-essential amino acids and penicillin/streptomycin (Mediatech). To test for the stability of these cells over several passages and to test their stability in different media, XEN cells were thawed and cultured as previously described. Cells were split onto two plates: one for standard (+ serum) and the other for serum-free culture. Serum-free medium is comprised of Knockout DMEM (Invitrogen), 10% Knockout SR (Invitogen), 1X nonessential amino acids (Mediatech), 1X L-glutamine, β-mercaptoethanol (Sigma) and penicillin/streptomycin (Mediatech). Cells were then collected at approximately 70% confluence after every passage for a total of 7 passages. RNA was isolated and cDNA was synthesized. qRT-PCR was performed with various endodermal markers and data analyzed for changes in marker expression over the 7 passages in serum containing and serum-free conditions.

### Real Time PCR

Cells were collected at 70% confluency, RNA was isolated using Tri Reagent (Sigma) and cDNA was transcribed using 1 µg RNA using Quantitect Reverse Transcription Kit (Qiagen). qRT-PCR reactions were carried out using a 1/20 dilution of template cDNA in SybrGreen Master Mix (Roche, cat #: 04707516001), on a Roche LightCycler ® 480 Real-Time PCR Instrument, and analyzed with the LightCycler 480 software package (version 1.5.0.39). Primers used in this study are as follows:

*Alpha-fetoprotein (Afp*): forward AGCTGACAACAAGG GGAGTG, reverse TTAATAATGGTTGTTGCCTGGA; *Cerberus-like (Cerl)*: forward GCAGACCTATGTGTGGA, reverse ATGAGACATGATCGCTTT; *Bmp2*: forward TGTGGGCCCTCATAAAGAAGC, reverse AGGGTGCAGGCAGGAAACATA; *Dkk-1*: forward TACAATGATGGCTCTCTGCAGCCT, reverse TGGTCAGAGGGCATGCATATTCCA; *Foxa2*: forward CGGCCAGCGAGTTAAAGTAT, reverse TCATGTTGCTCACGGAAGAG; *Gapdh*: forward AATGGATACGGCTACAGC, reverse GTGCAGCGAACTTTATTG; *Gata4*: forward CATCAAATCGCAGCCT, reverse AAGCAAGCTAGAGTCCT; *Gata6*: forward ACCATCACCCGACCTACTCG, reverse CGACAGGTCCTCCAACAGGT; *Grb2*: forward TTGTGTGTCCCAGTGTGCAA reverse AGCTCAGCTCATCGTCAGCA; *Hex*: forward GGAGGCTGATCTTGACT, reverse GTAGGGACTGCGTCAT; *Hnf4a*: forward CGAACAGATCCAGTTCATCAAG, reverse ATGTGTTCTTGCATCAGGTGAG; *Cytokeratin 19* (*Krt19)*: forward ATCCAGATAAGCAAGACCGAAGT, reverse ATCTGTGACAGCTGGACTCCATA; *Laminin B1*(*Lamb1)*: forward CAGAATGCAGACGATGTTAAGAA, reverse GGCATCTGCTGACTCTTCAGT; reverse AGCGTGTACCCTATTGG; *Platelet-derived growth factor alpha (Pdgfra)*: forward CCTCAGCGAGATAGTGGAGAAC, reverse ACCGATGTACGCATTATCAGAGT; *Sox17*: forward GGAATCCAACCAGCCCACTG, reverse GGACACCACGGAGGAAATGG; *Sox7*: forward CAAGGATGAGAGGAAACGTCTG, reverse TCATCCACATAGGGTCTCTTCTG; *Sparc*: forward AGGGCCTGGATCTTCTTTCTC, reverse CAAATTCTCCCATTTCCACCT; *transthyretin (Ttr)* forward TTCACAGCCAACGACTCTGG, reverse AATGCTTCAGGGCATCTTCC; *t-type plasminogen activator* (*tPA*): forward CTGACTGGACAGAGTGTGAGCTT, reverse ACAGAT GCT GTGAGGTGCAG; *urokinase-type Plasminogen activator* (*uPa)*: forward CAGCTCATCTTGCACGAATACTA, reverse AGATGGTCTGTATGGACCTGGAT; *Villin1(Vil1)*: forward TCAAGTGGAGTAACACCAAATCC, reverse CTAGTGAAGTCTTCGGTGGACAG.

### Immunohistochemistry

Cells were washed with PBS and fixed in 4% PFA 30 minutes, then blocked with 3% FBS-0.3% Triton in PBS. Primary antibodies were then added, and incubated overnight at 4°C. Cells were washed with PBS and blocked for 30 minutes at room temperature. Secondary antibodies were added and cells were incubated overnight at 4°C. Finally, cells were washed with PBS and cover slipped with Vectashield mounting medium containing DAPI.

### Scanning Electron Microscopy

Cells were passaged on to gelatin-coated plastic coverslips. A day later, they were rinsed once with PBS and fixed at room temperature in 2.5% Glutaraldehyde/2% PFA in 0.075M Cacodylate buffer pH 7.5 for one hour. They were then dehydrated in a graded ethanol series. Cells were then critical-point dried in a Denton JCP-1 Critical Point Drying Apparatus and subsequently coated with gold/palladium in a Denton Vacuum Desk 1V sputter coating system. Imaging was carried out with Zeiss Field Emission Supra 25 Scanning Electron microscope.

### Microarray Analysis

Total RNA was isolated with Qiagen RNeasy Mini Kit and used to probe Illumina expression array (MouseWG-6_V2_0_R0_11278593) in triplicate for each of three heart-inducing cell lines using Illumina BeadStudio version 3.4.0. The raw Illumina data (9 arrays) was analyzed using Bioconductor packages. The data was first normalized using LumiExpresso_( ) function. The differentially expressed genes in each pair-wise comparison were obtained using Limma_( ) R-package. For gene ontology studies, Illumina probes were mapped to gene symbol names using—getAnnote.Illumina— ("MouseWG-6_V2_0_R0_11278593_A.bz2") downloaded from Bioconductor website: http://www.bioconductor.org/download.

Pathway and expression analysis was carried out using DAVID Bioinformatics Resources 2008 sponsored by the National Institute of Allergy and Infectious Diseases (NIAID), NIH, at http://david.abcc.ncifcrf.gov/ [36], [37] and the Kyoto Encyclopedia of Genes and Genomes http://www.genome.jp/kegg/ [75], [76], [77]. This data is MIAME compliant and has been deposited in NCBI's Gene Expression Omnibus [78]. All data is accessible through GEO Series accession number GSE19564 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE1956).

How the deposited data were processed for this re-analysis (not part of the article)

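Gene expression was measured in END2, PYS2 and XEN cells on 9 Illumina mouse bead arrays, 3 for each line. The authors' scanner table holds the fluorescence signal of each probe on each array as an intensity on a linear scale, read with Illumina BeadStudio and not normalized between arrays, and whether BeadStudio subtracted a background is not given in the sources used here. The same deposited table holds a detection score as a fraction between 0 and 1, which rose with the signal on every array, so that 1 minus the score was taken as the detection p-value. The authors' normalized table, made with the lumiExpresso function of lumi (version not given in the sources used here), holds deposited values on a log2 scale. Each of its columns had the same ranks as the scanner signal of its own array, so it was used as an alternative. Its column medians were 7.0344 to 7.0357, and the values were neither centred nor ratios. The scanner table also has 24 columns, of 3 further array sets, that carry no sample of this series, and these were not used.

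From the scanner signals, background was corrected and the arrays were quantile normalized with neqc (offset 16) of limma 3.58.1 in R 4.3.3, with the detection p-values standing for negative control probes. Probes were named from the platform annotation. Of 45281 probes, 34885 had the symbol of 1 gene, 18 had several and 10378 had none, and 34807 of the single symbols matched the RefSeq annotation of GRCm38.p6, which updated 0 of them. Probes with several symbols were not named, and 2120 of the tested probes have no name. No coordinates are given, because the genome build of the array annotation is not given in the sources used here. A probe was detected at a detection p-value under 0.01, present in a line when detected on at least 2 of 3 arrays, and tested when present in at least 1 line, which left 16299 probes of 9354 genes. A gene was present when any of its probes was. Arrays have no sequencing depth, and the number of arrays limits the precision.

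All 3 comparisons of lines came from 1 limma model over the 9 arrays, in which the lines share an estimate of the spread, without replicate number as a block, with Benjamini-Hochberg adjustment and a threshold of 0.05. In simulated data with 50 probes of each size changed among 16299, the share recovered in END2 against PYS2 was 2% at a log2 change of 0.5, 52% at 1, 52% at -1 and 90% at 2, and in END2 against XEN it was 0%, 46%, 46% and 90%. The simulated PYS2 and XEN groups held no change and gave 0 false calls. Few probes were changed in these data, while 53% differed between the real END2 and PYS2 arrays, and the adjustment depends on that share. The shares recovered thus do not give the sensitivity of the real comparisons. For a gene below background in 1 line a bound is given in place of a fold. Gene lists were tested with limma's camera at a preset correlation of 0.01, and again with an estimated correlation. The adjustment covered 66 tests, of 22 textbook lists in 3 comparisons. A list's presence was compared with that of all other named genes by a two-sided Fisher's exact test, adjusted over the 22 lists. Those lists were written before the data were examined, as were the sample groups, the main tests, the alternatives and the rule for naming genes. They were basement membrane and matrix assembly, secreted plasma proteins and apolipoproteins, endocytic and apical proteins of the visceral endoderm, the AVE, transcription factors of extra-embryonic endoderm, pluripotency, epithelial junctions and keratins, mesenchymal cells and fibroblasts, mesendoderm and DE, trophoblast, cardiac and muscle, neural, imprinted genes, cholesterol synthesis, glycolysis, the mitotic cell cycle, cytosolic ribosomal proteins, the interferon response, secreted signalling factors and antagonists, and the TGFbeta, classical MAP Kinase and JNK, p38 and NLK pathways. The markers of Fig. 4 and Fig. 5 were read from the figures and only tallied, not tested as lists. The genes named are those the paper names or draws in its figures, the 10 with the largest difference on each side of each comparison among probes that passed and whose arrays did not overlap, and the 4 with the largest difference in each list that passed. A few further genes were named after their values were seen, as stated where they appear.

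Distances between arrays were Euclidean over the tested probes, with average linkage for the tree. Overlaps between comparisons that share the END2 arrays were set beside 20 simulations of unchanged lines. The alternatives were the authors' normalized values, no background correction, no normalization between arrays, cyclic loess, other filters on dim probes, the replicate block, array weights, a trended and robust spread, fits of only the lines compared, the mean of a gene's probes, other thresholds, other rules for presence, other distances, and each array left out in turn. Slide could not be used as a block, because no slide is given for the arrays in the sources used here. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The qRT-PCR and immunostaining experiments, the pathway and tissue tests made with DAVID, and the Tm4sf2 gene were not analysed here.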

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

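The tests for a minority of mesenchymal cells, for the normalization and for END2 replicate 3 alone were chosen after the result was seen, as was the list of mesothelial genes, which was drawn up once uroplakin genes were found among those highest in END2. The genes Xist, Eif2s3y and Kdm5d, and those named for END2 replicate 3 (Actg2, Nppb, Angptl7 and Egr1), were named after their values were seen.

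Mesenchymal and fibroblast genes, which the paper does not discuss, were higher in END2 cells by a median log2 difference of 3.78 against PYS2 and 3.05 against XEN. Normalization alone is argued against, as the lowest median over the authors' values, no background correction, no normalization between arrays and cyclic loess was 1.5, with the authors' values against XEN, and so is END2 replicate 3 alone, as the lower median without it was 2.52. A minority of mesenchymal cells in a culture otherwise like PYS2 or XEN would leave the endoderm genes near their level there, but 54.2% of 24 tested endoderm genes (13) lay more than 1 log2 unit plus 2 standard errors below both lines, the same number with undetected genes at their bound, and 11 were detected on all END2 arrays and 11 on none. A majority of such cells stays open. A mesothelial-like profile of END2 cells stays open as a hypothesis. Of 9 measured mesothelial genes 8 were present in END2 and higher than in both other lines. Among all 9354 tested genes 1937 were higher than in both. Bnc1 was higher by at least 23.8-fold and 24.6-fold and Msln by at least 8.38-fold and 8.65-fold, while Nkain4 differed by -0.96 and 0.16 on the log2 scale. Aldh1a2, Rspo1 and Tbx18 lay near background, with bounds of 1.43-fold to 1.6-fold. The list followed from values seen in END2, so it cannot tell this profile from a mesenchymal one in general. A difference in the origin of the lines also stays open, as does the growth medium, DMEM/F12 for END2 and high glucose DMEM for the others. Medium and line cannot be told apart, and neither was tested.

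END2 replicates 1 and 2 were 35 apart, closer than any 2 arrays of PYS2 (49.01 to 61) or of XEN (46.17 to 48.59). That closeness raises any ratio to their distance. END2 replicate 3 lay 72.1 and 78.5 from them, further than arrays within PYS2 or XEN, and on average 2.15 times their own distance. Between it and their mean 1296 probes differed by over 1 log2 unit, 429 higher (Actg2 by 2.50, Nppb by 2.45) and 867 lower (Angptl7 by -4.41, the immediate early gene Egr1 by -3.56), against 77 between replicates 1 and 2. RNA of PYS2 or XEN cells mixed into the sample is argued against, as 14 probes bright in those lines and undetected in replicates 1 and 2 rose by a median of 0.032 and 0 of them were detected, and so is intensity-dependent scaling, since the ratio was 2.11 after cyclic loess. A difference in the state or handling of the cells may remain, and no biological explanation was tested, as the labels give none.

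Xist, the transcript that silences 1 X chromosome in female cells, was detected in XEN cells on every array, at a mean log2 level of 9.21, and on no END2 or PYS2 array. The Y-linked gene Eif2s3y was detected on every END2 array, at 8.97, and on no PYS2 or XEN array. Kdm5d, also Y-linked, was at 5.65 in END2 cells, where 2 of 3 arrays detected it, and was undetected in the other two lines.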

How the results depend on the processing

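The comparison of the authors' values with a 2-fold threshold was chosen after the result was seen. No call for a named gene or a gene list changed direction, but the share of probes higher in END2 did. Of 221 calls for named genes, 194 were kept without normalization between arrays and at least 209 under each other alternative, or 212 to 216 with an array left out. Without normalization between arrays END2 and PYS2 differed in 5056 probes (62.9% higher in END2, against 48.8% with it), END2 and XEN in 4913 (60.9%, against 49.6%) and PYS2 and XEN in 2386 (46.5% higher in PYS2, against 51%), with 3139 shared, END2 still split first in the tree but XEN replicate 2 stood alone, and the median of all probes shifted by 0.18, 0.14 and -0.036. With cyclic loess 52.8% were higher in END2 in both comparisons. With at least 2-fold as well, the counts were 4883, 4849 and 2940, with 3034 shared, because fewer probes meet both thresholds, and with the authors' values in addition 2148, 2047 and 1015, with 1271 shared. At an adjusted p under 0.01 PYS2 and XEN differed in 3939 probes. The 19 list shifts fell to 2 with an estimated correlation, 14 without a filter and 16 with only the 2 lines compared, and 17 to 19 of them were kept under the others. The END2 distance ratio of 1.446 was 1.457 with the authors' values, 1.46 without background correction, 1.376 without normalization between arrays, 1.455 with cyclic loess, 1.417 without a filter, 1.434 with a filter at p under 0.05, 1.529 over variable probes and 2.113 with correlation distance. The END2 share of pan-endodermal markers was 44.4% with detection at p under 0.05. With an array left out, the counts ranged from 7358 to 9050 for END2 and PYS2, 7201 to 9046 for END2 and XEN and 4843 to 6999 for PYS2 and XEN, with 4611 to 6068 shared, the list shifts from 18 to 21, the distance ratio from 1.424 to 1.469 and the genes present from 9085 to 9310. The authors' values made 132 of the 221 differences and 12 of the 19 list medians smaller by over 1.5 times, and leaving out the filter did so for 12 list medians. Where no construction is named, the cause was not tested. Replicate numbers did not pair the samples, as deviations of arrays with the same number had correlations of -0.28 to 0.31. With replicate number as a block, 216 of the 221 calls and all 19 list shifts were kept, and the counts were 8529, 8346 and 5857, with 5468 shared. The slide alternative was not run, as no slide is given in the sources used here. Of the 10 splits of 6 arrays, only 1 in each comparison gave as many probes as the real one, which was itself (8026, 8238 and 6448 with the 2 lines alone, highest other 0). Such splits are too few for a share under 0.05. Genes near the background have only bounds, and the lowest signal of a detected probe was 37.6 to 80.5.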

Differences from the paper's values

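The comparison with the authors' values and a 2-fold threshold was chosen after seeing the values. The paper gives 6094 annotated gene IDs as present in at least 1 line. Its unit and annotation may differ from those used here, where 9354 named genes were found. The count lay within 1.5 times of the paper's under presence in all 3 arrays (8770), mean detection p (8999) and without END2 replicate 1 (9085) or 2 (9110), and not under the other alternatives. Of pan-endodermal markers the paper finds 50% in END2 and 39% in XEN cells, against 27.8% and 61.1% here. The END2 share came within 1.5 times of the paper's only with detection at p under 0.05 (44.4%). The XEN share did so with presence in all 3 arrays or without XEN replicate 1 or 2 (50% each). Of DE-enriched markers the paper finds 9.6% in END2, against 34% here, and no alternative closed this. The other shares lay within 1.5 times of the paper's, with 50% and 50% of pan-endodermal markers in PYS2, 51.3%, 59% and 61.5% of VE-enriched markers against the paper's 65%, 60% and 62.5%, and 12.8% and 17% of DE-enriched markers in PYS2 and XEN against its 9.6% and 19%. For VE-enriched markers the order of the lines still differed, with END2 highest in the paper and lowest here.

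Fig. 6B gives about 2100 genes for END2 and PYS2, about 2000 for END2 and XEN and about 970 for PYS2 and XEN, read by eye, with about 1200 shared by the END2 comparisons. The paper states no threshold for these, and 8631, 8448 and 6016 probes were found here at an adjusted p under 0.05, with 5551 shared. The counts here are of probes, so the unit may differ. No alternative set beforehand closed these gaps. The authors' values with a 2-fold threshold gave 2148, 2047 and 1015, with 1271 shared. How many of the paper's own genes this drops is not known, as they are not listed in the sources used here.

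Between PYS2 and XEN the order of genes was taken from the authors' normalized values, averaged over probes. It was the same for 30 of 32 genes of Fig. 5 shown in both lines, and for 10 of 12 visceral endoderm genes of Fig. 4 (all but Gata4 and Gata6). In the other panels of Fig. 4 the order was the same for 1 of 14 entries and opposite for 13, among them Hhex, Dkk1, Sox7 and Lamb1. Pdgfra, drawn in 2 of these panels, counted as opposite although its values were close (9.395 in PYS2 and 9.363 in XEN). Between PYS2 and XEN, 2 of 4 primitive, 3 of 9 parietal and 4 of 14 visceral endoderm markers of Fig. 4 did not pass. Of 30 tested VE-enriched markers of Fig. 5, 16 did not pass. The order of such genes is uncertain. Of the 14 visceral endoderm genes shown in END2 in Fig. 4, 7 were not present here (Tmprss2, Ttr, Pth1r, Amn, Foxa3, Cited1 and Hnf4a). Of 15 entries shown in END2 in its other panels, 4 were not present here (Dkk1, Thbd, Pth1r and Sox7). In Fig. 5, of 38 genes shown in END2 16 were not present here, and 19 genes left blank were present, 14 of them DE-enriched, such as Hoxd8 and Sox11. Fig. 4 leaves Gpc1 blank in END2 and XEN cells, where it was present here. By array, the paper's pathway diagram gives Grb2, Cdc25b and Rasgrf1 in XEN cells only, and by qRT-PCR it finds Grb2 in each line. On the arrays here Grb2 was present in END2 and XEN, Cdc25b in END2 and PYS2, and Rasgrf1 in PYS2 alone.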

Other observations

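The test for exchanged sample labels was chosen after the order of genes in Fig. 4 was seen. Of 9 tested pluripotency genes 2 were higher and 6 lower in END2 than in each other line, also when adjusted over the list alone (adjusted p = 0.0297 for both, limma's camera, and 0.32 with an estimated correlation), and the PYS2 call was lost without a filter. Dnmt3b, a DNA methyltransferase, was lower by -3.70 on the log2 scale against PYS2 (adjusted p = 2e-09). Of 5 tested cardiac and muscle genes, out of 17 with a probe, 4 were higher than in PYS2 and none was lower (adjusted p = 0.0161, and 0.145 with an estimated correlation), among them Hand2 by at least 2-fold, whereas against XEN 3 were higher and 1 was lower and the list did not pass (adjusted p = 0.125). Of 15 neural genes with a probe only 3 were present in any line (20%, against 49.1% of the other genes). All 3 were higher in END2 than in PYS2, such as Nes by 3.32 (list adjusted p = 0.02, and 0.145 with an estimated correlation), and than in XEN (list adjusted p = 0.0331, and 0.182 with an estimated correlation). None of these calls held without a filter, where the cardiac median against PYS2 was -0.02, and the authors' values gave smaller medians, of 0.63 for the cardiac list and 1.94 for the neural list against PYS2, and the counts were the same when adjusted over the list alone. Interferon response genes were higher in PYS2 than in XEN for 7 of 10 and lower for none, also when adjusted over the list alone (adjusted p = 0.000671, and 0.126 with an estimated correlation), with Bst2 higher by 3.10, and the list's call was lost without a filter. Its median was 1.69, or 0.86 with the authors' values. In END2 the interferon list did not pass against PYS2 (adjusted p = 0.769) or XEN (adjusted p = 0.0512). Epithelial, trophoblast, imprinted and secreted signalling genes did not pass as lists (adjusted p = 0.673, 0.735, 0.889 and 0.0782 in END2 against PYS2), although Igf2, an imprinted growth factor, was higher by 5.15 (adjusted p = 8.58e-06). Of their tested genes 3 of 11, 3 of 7, 4 of 12 and 15 of 31 were higher and 4, 3, 4 and 7 lower, also when adjusted over the list alone.

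An exchange of the PYS2 and XEN labels could turn the order of the Fig. 4 genes outside the visceral endoderm panel. It would also turn Fig. 5, where 93.8% of the genes had the same order in the authors' normalized values, so the values argue against it. As read here, the figures also differ from each other. Sox7, Gata4 and Gata6 are drawn higher in PYS2 in Fig. 4 and in XEN in Fig. 5. Pth1r is drawn higher in XEN in the visceral endoderm panel and in PYS2 in the parietal panel. Ttr, Foxa3, Cited1, Hnf4a and Foxa2 keep their order between the visceral endoderm panel and Fig. 5. For the genes that turn, no labelling of the samples matches both drawings. The cause was not tested further.

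If END2 cells have a mesothelial-like profile, then staining for Msln and Bnc1 should mark most END2 cells. If a separate cell population carries it, only some cells should be marked and the endoderm genes should be found in the others.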
